# Forkhead Box F1 promotes breast cancer cell migration by upregulating lysyl oxidase and suppressing Smad2/3 signaling

**DOI:** 10.1186/s12885-016-2196-2

**Published:** 2016-02-23

**Authors:** Gisela Nilsson, Marie Kannius-Janson

**Keywords:** NFI-C2, FoxF1, Breast cancer, LOX, Smad2, FAK, TGF-β, p38, Epithelial-mesenchymal transition

## Abstract

**Background:**

Epithelial-mesenchymal transition (EMT) increases cell migration and is implicated in cancer cell invasion and metastasis. We have previously described the involvement of the transcription factors, nuclear factor I-C2 (NFI-C2) and Forkhead box F1 (FoxF1), in the regulation of EMT and invasion during breast tumor progression. NFI-C2 counteracts these processes and FoxF1 is a directly repressed target of NFI-C2. FoxF1 induces EMT and invasiveness and enhances xenograft tumorigenicity in nude mice. Here we identify oppositely regulated targets of NFI-C2 and FoxF1 involved in these processes and further study a possible role for FoxF1 in tumorigenesis.

**Methods:**

We used Affymetrix microarray to detect changes in the transcriptome of a mouse mammary epithelial cell line upon overexpression of NFI-C2 or FoxF1. To elucidate the effects and signaling events following FoxF1 overexpression we investigated in vitro invasion capacity and changes in transcription and protein expression resulting from RNAi and inhibitor treatment.

**Results:**

The extracellular matrix enzyme lysyl oxidase (LOX) was negatively regulated by NFI-C2 and positively regulated by FoxF1, and upregulation of LOX following FoxF1 overexpression in mouse mammary epithelial cells increased in vitro cell invasion. In the nuclei of FoxF1-overexpressing cells, the phosphorylation of Smad2 decreased, while that of p38 increased. Depletion of LOX by RNAi enhanced phosphorylation of Smad2 by a focal adhesion kinase (FAK)-dependent mechanism. In addition, induced expression of FoxF1 in a non-malignant human mammary epithelial cell line showed that the increase in LOX transcription and the suppression of Smad2 activity are early effects of FoxF1.

**Conclusion:**

These data show that FoxF1 enhances invasion in a LOX-dependent manner, is involved in the regulation of Smad2 signaling, and that FoxF1 overexpression ultimately leads to activation of p38 MAPK signaling. These findings provide new insights into the regulation of signaling pathways known to be important during breast tumor progression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-016-2196-2) contains supplementary material, which is available to authorized users.

## Background

During epithelial-mesenchymal transition (EMT), epithelial cells lose their epithelial characteristics and acquire a mesenchymal phenotype. EMT is important during development, but also implicated in carcinoma cell progression and invasion and may contribute to the advancement of breast carcinoma to metastasis [1, 2].

We have previously described a role for the transcription factor Nuclear factor I-C2 (NFI-C2) in breast tumor development where NFI-C2 prevents EMT, motility, invasiveness and tumor growth [3]. NFI-C2 is lost during breast tumor progression and is virtually absent from lymph node metastases. Patients classified as stage II invasive breast cancer with NFI-C2 in their breast tumor cells have better prognosis compared to those without detectable NFI-C2 [3]. In mammary epithelial cells, the amount of active NFI-C2 is regulated by prolactin, via Janus activated kinase 2 localized in the nucleus [4]. NFI-C2 is known to activate p53 and to participate in the regulation of expression of milk genes during pregnancy [5, 6]. We also identified a direct transcriptional repression by NFI-C2 of the transcription factor Forkhead box F1 (FoxF1). This finding provides a possible mechanism through which NFI-C2 inhibits EMT, since FoxF1 was shown to induce EMT and invasiveness, and forced expression of FoxF1 enhanced xenograft tumorigenesis in nude mice [3]. This was the first demonstration of a role of FoxF1 in cancer. Previously known functions of FoxF1 includes activities in mesenchymal cells during development and importance for mesoderm differentiation, vasculogenesis and organogenesis [7–10]. FoxF1 also promotes mesenchymal cell migration by transcriptionally regulating integrin β_3_ [11] and plays an important role in tumor stromal cells by stimulating cancer cell migration [12].

Lysyl oxidase (LOX) is an extracellular matrix enzyme that catalyzes the cross-linking of collagens or elastin, thereby controlling the structure and tensile strength of the extracellular matrix. LOX is synthesized as a 48 kDa precursor, N-glycosylated and secreted as a 50 kDa pro-enzyme. In the extracellular compartment, pro-LOX is processed to the 32 kDa catalytically active LOX and an 18 kDa pro-peptide. LOX belongs to a gene family consisting of five members; LOX, LOX-like 1 (LOXL1), LOXL2, LOXL3 and LOXL4. All play important roles in regulating extracellular matrix remodeling and homeostasis. Recently, novel roles of LOX have been demonstrated including the ability to regulate gene transcription [13], cell differentiation and tissue development [14], and cell adhesion, motility and migration [15–17]. This implicates a role for LOX during tumor progression. For example, LOX has been shown to have critical roles in EMT and invasiveness [18]. LOX-mediated collagen crosslinking can also promote tumor progression and invasion by increasing extracellular matrix stiffness [19]. Elevated LOX levels in breast cancer positively correlate with invasiveness and reduced metastasis-free and overall survival [20, 21].

Here we show that LOX is downregulated by NFI-C2 and upregulated by FoxF1 and that FoxF1-mediated upregulation of LOX is responsible for the invasiveness caused by FoxF1 overexpression. Further, we show that FoxF1 suppresses Smad2/3 signaling through a FAK- and LOX-dependent mechanism.

## Methods

### Affymetrix microarray

Total RNA was prepared from three pools of NF1-C2S-, FoxF1-, or vector control expressing HC11 cells (GenElute Mammalian total RNA kit; Sigma-Aldrich, Stockholm, Sweden). RNA integrity was verified by electrophoresis on a bio-analyzer (model 2100; Agilent, Palo Alto, CA). Five micrograms of each RNA preparation was labeled and hybridized to a Mouse Gene ST 1.0 Array. Hybridization and scanning of the arrays were performed at SCIBLU Microarray Resource Centre (MARC; Lund, Sweden).

### Antibodies

LOX (Novus Biologicals, NB100-2527), FoxF1 (Human Protein Atlas project, HPA003454 (mAb FoxF1 3454)), FAK-p^Y576^ and FAK (Invitrogen), FAK-p^Y396^ (Santa Cruz), α-tubulin (Sigma), Smad2-p^Ser465–467^ (Calbiochem), Smad2/3 (Cell Signaling), p38-p^T180-Y182^ and p38 (Cell signaling), HDAC-1 (Santa Cruz), p130Cas-p^Y249^ and p130Cas (Cell signaling).

### Cell culture

The mouse mammary epithelial cell line HC11 was grown in RPMI 1640 supplemented with 10 % FCS, 1 % PEST, 5 μg/mL insulin and 10 μg/mL EGF. The human mammary epithelial cell line HB2 was grown in DMEM supplemented with 10 % FCS, 1 % PEST, 10 μg/mL insulin and 5 μg/mL hydrocortisone. Transfectants carrying the tetracycline repressor construct had 10 μg/mL blasticidin S and transfectants additionally carrying IRES-GFP constructs also had 0,5 μg/mL Geneticin added to the medium. Cells were grown at 37 °C and 5 % CO_2_.

### Revers transcription PCR analysis

Total RNA was extracted from cells using Sigma-Aldrich GenElute Mammalian Total RNA Miniprep kit. Reverse transcription PCR was performed with Titan One Tube RT-PCR System kit from Roche Applied Science.

### Reverse transcription-quantitative PCR analysis

cDNA was synthesized using a QuantiTect Reverse Transcription Kit (Qiagen) according to manufacturer’s instructions. Real-time PCR (RT-PCR) was performed using Qiagen kit for SYBR® Green-based real-time PCR and were run on a LightCycler 480 (Roche, Sweden). The following primers were used: Mm FoxF1; −5′ACATCAAGCAACAGCCTCTGTC3′- and −5′ATGTCTTGGTAGGTGACCTC3′-, Mm LOX; QT00098028 (Qiagen), Hs FoxF1; QT00029687 (Qiagen), Hs LOX: −5′CCACTATGACCTGCTTGATG3′- and −5′CATACGCATGATGTCCTGTG3′-. Melting curve analysis was performed to ensure that only one PCR product had been produced. A standard curve was generated for quantification and for estimating amplification efficiency using increasing concentrations of cDNA, and the amplification transcripts were quantified with the relative standard curve and normalized to the GAPDH reference gene.

### RNA interference

Two 20-nucleotide small interfering RNA (siRNA) duplexes targeting LOX was used; GGCTGAAGGCCACAAAGCAA (Dharmacon), used in Fig. 3. Transfection was carried out using oligofectamine (Invitrogen) according to manufacturer’s instructions. And, CUGGCGCCAGACAAUCCAAUU (Dharmacon), used in Additional file 1: Figure S3. Transfection was carried out using HiPerfect (Qiagen) according to manufacturer’s instructions. A 21-nucleotide siRNA duplex was used for targeting p130Cas (QIAGEN). The sequence was CAGGAGGTGTCTCGTCCAATA. Transfection of siRNA duplex was carried out using oligofectamine (Invitrogen) according to manufacturer’s instructions.

### Invasion assay

Invasion assays were performed using BD BioCoat Matrigel Invasion chambers with 8-mm pore size according to the manufacturer’s instructions (VWR International). After 48 h incubation, top cells were removed and bottom cells were counted.

### Protein preparations

For whole-cell extract preparation, cells were treated with lysis buffer (150 mM NaCl, 50 mM Tris–HCl [pH 8], 1 % Triton X-100, 1 mM Na_3_VO_4_, 10 mM NaF and 1× Complete (Roche)) for 30 min at 4 °C. Preparations of nuclear extracts were made as described by Ausubel, F et al. 1987. Protein concentrations of the extracts were determined by using BioRad Protein Assay.

### Western blot

The different extracts were electrophoresed through a NuPAGE 4 to 12 % Bis-Tris sodium dodecyl sulfate-polyacrylamide gel (Invitrogen) and subsequently electroblotted onto a Hybond-P filter (Amersham Bioscience).

### Flow cytometry

Cells were detached with trypsin-EDTA. Single cell suspension were fixed in 4 % paraformaldehyde in PBS and permeabilazed with 0,5 % Triton X-100 in PBS on ice. mAb FoxF1 3454 and R-phytoerythrin-labeled goat anti rabbit secondary antibody were used. Dox-treated (i.e. GFP-expressing) cells incubated with secondary antibody only were used as controls for compensation of leakage of GFP fluorescence into the FL2 channel used to detect R-phytoerythrin fluorescence.

### Immunofluorescence

Cells were fixed in 4 % paraformaldehyde in PBS, permeabilized in 0,5 % Triton X-100 in PBS and blocked in 20 % FCS in PBS. After incubation with primary antibody diluted in 5 % FCS in PBS, the cells were incubated with TRITC-conjugated secondary antibody (Jackson ImmunoResearch) diluted in 5 % FCS in PBS. VectaShield/VectaShield-DAPI (3:2) was used for mounting, and the cells were viewed under a fluorescence equipped Zeiss Axioplan2 Imaging microscope.

## Results

### LOX is upregulated following FoxF1 overexpression

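HC11 is a mammary epithelial cell line from BALB/c mice. FoxF1 is a forkhead transcription factor, and NFI-C2 is a CCAAT-binding transcription factor of the nuclear factor I family. RNA from 3 preparations of HC11 cells described as overexpressing FoxF1, 3 preparations of cells described as overexpressing NFI-C2 and 3 preparations of control cells was hybridized to Affymetrix Mouse Gene ST arrays, 9 arrays in all, and the methods describe the preparations as pools. The sample labels and Table 1 call the control cells wild type and the methods call them vector control. The name wild type is used for them below. For the RNA the methods name the GenElute kit and the labels Trizol, and the dose of EGF in the medium differs between the methods and the labels as well. The labels name RMA for the values, which are log2 expression values per transcript cluster, a group of probes for the same transcript. The deposited values of each cluster are centred on its median over the 9 arrays, so that differences between arrays can be read from them and levels of expression cannot. In 8566 of 28815 clusters, 2 or more arrays share the lowest value to within 1e-06, which is referred to as the floor. Ties also occur at other values, so that a tie alone does not show a low signal.

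Clusters that the platform annotation pairs with exactly 1 gene symbol were used, with 1 cluster per gene, and positions are those of the mouse build NCBIM37. Genes at the floor on all 9 arrays were left out, which left 18497 genes. Differences between group means, given on the log2 scale as FoxF1 or NFI-C2 cells minus wild type cells, were tested two-sided with limma, in 1 fit of the 9 arrays. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. The paper's criterion of 1.5-fold was applied to the same differences. By these tests Foxf1 had 0.20 in FoxF1 cells (adjusted p = 0.36) and Nfic had -0.04 in NFI-C2 cells (adjusted p = 0.77), so that neither was called higher in its line. By RT-PCR in Fig. 1a of the paper, read by eye, Foxf1 was at about 2.0 times the wild type level in FoxF1 cells. For the NFI-C2 cells the paper names a stable form, NFI-C2S. Foxf1 was called with cyclic loess normalization, at 1.53 (adjusted p = 2.2e-04), and for its cluster of highest mean, at 0.289 (adjusted p = 0.0462). Cyclic loess and a filter on the mean depend on the mean of the 9 arrays, which in centred values follows the FoxF1 difference itself (r = 0.805 across genes), so that both act on the FoxF1 changes directly. A total of 32 gene lists was fixed before the data were examined, with the tests and most of the alternative settings, and 3 more lists are the genes of Table 1 and Table S1. The camera test compares the genes of a list with all other genes at a preset correlation of 0.01 between genes, and its p was adjusted over the 35 lists. All differences are between means of 3 arrays per group. With 3 arrays against 3, the number of arrays limits the precision, and an exact permutation test of a single gene cannot give a p below 0.1. Whether the pools of a group were transfected separately is not stated. The p-values therefore measure the spread between preparations and are not taken to cover variation between independently made lines.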

In order to identify factors involved in EMT and invasiveness that are regulated by NFI-C2 and FoxF1, we used Affymetrix microarray to analyse changes in gene expression in the mouse mammary epithelial cell line HC11, following overexpression of FoxF1 or a stable form of NFI-C2 (NFI-C2S, [3]). Several genes involved in EMT were found to be oppositely regulated by NFI-C2 and FoxF1, in line with our previous observations (Additional file 2: Table S1 and Additional file 3: Figure S1) [3]. 

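The genes that changed in opposite directions in the FoxF1 and NFI-C2 cells include the keratins Krt16 and Krt6a, which were higher with NFI-C2 and lower with FoxF1, and the mesenchymal genes Vim and Fn1, which went the other way. Both keratins, known from stressed and regenerating epidermis, were higher with NFI-C2, by 2.77 (standard error 0.14, adjusted p = 1.5e-05) and 1.81 (0.12, 6.2e-05), and lower with FoxF1, at -2.68 (0.14, 2.7e-06) and -4.09 (0.12, 1.6e-07). Sema3a, a secreted guidance protein, was lower with NFI-C2, at -2.47 (0.066, 1.1e-06), and higher with FoxF1, by 1.58 (0.066, 9.9e-07).

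In all, 94 genes were lower with NFI-C2 and higher with FoxF1 by 1.5-fold or more, and 185 were higher with NFI-C2 and lower with FoxF1. Of these, 92 and 182 had an adjusted p under 0.05 in both comparisons. Among the genes lower with NFI-C2 and higher with FoxF1 were Ptx3, a soluble pattern recognition protein (-1.51 with NFI-C2 and 3.37 with FoxF1), Aebp1, a collagen-binding matrix protein (-1.48 and 3.40), St3gal5, the sialyltransferase that makes the ganglioside GM3 (-1.70 and 2.64), Ccn1, a matricellular protein (-1.74 and 1.46), and Celf2, a splicing regulator (-1.33 and 1.61). Of the 17 genes of Table 1, 16 also belonged to this group, all but Tgfb2. Among the genes higher with NFI-C2 and lower with FoxF1 were Wif1, a secreted Wnt inhibitor (2.15 and -2.99), Dmkn, a secreted protein of the epidermis (2.11 and -3.40), Epha7, an ephrin receptor (1.90 and -3.27), Vnn1 and Vnn3, pantetheinases (1.70 and -3.33, 1.94 and -1.93), Ndufa4l2, a mitochondrial protein (1.94 and -2.23), Acsbg1, an acyl-CoA synthetase (2.06 and -1.76), and Rtl3, a retrotransposon-derived gene (1.71 and -4.90). Standard errors of these differences were 0.049 to 0.14, and every one had an adjusted p of 6.8e-05 or less.

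Independent lists of the same sizes would share 36.7 and 38.7 genes. Changes in the same direction exceeded that measure too, with 262 genes lower in both lines against 47.2 and 71 higher in both against 30.1. The excess is therefore not particular to opposite changes. In 100 simulations in which unchanged groups were compared with the same wild type arrays, no gene met both criteria in opposite directions. The shared wild type arrays move both differences of such groups the same way. That result therefore shows only that array spread alone does not give such genes, and it does not test opposition. Across genes, which are not independent replicates, the FoxF1 and NFI-C2 differences had a Pearson's r of 0.074. In the simulations the shared wild type arrays alone gave a Pearson's r between 0.470 and 0.519. Those groups hold no changes, so their r cannot judge the observed one. The covariance was 0.0160, above the 0.00204 to 0.00236 of the simulations, and Spearman's rank correlation was 0.0232. The covariance is weighted toward genes with large changes. These values therefore show no general opposition and do not exclude one among genes with small changes. With cyclic loess normalization 160 genes were lower with NFI-C2 and higher with FoxF1, and a filter on the mean left 37 genes of the other kind, both of which depend on a mean that follows the FoxF1 difference. Opposite genes with an adjusted p under 0.05 in both numbered 21 and 48 when tested against a change of 1.5-fold. They numbered 17 and 51 at a threshold of 2-fold, and 52 and 94 with a separate variance for each gene and group.

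**Figure D1:**
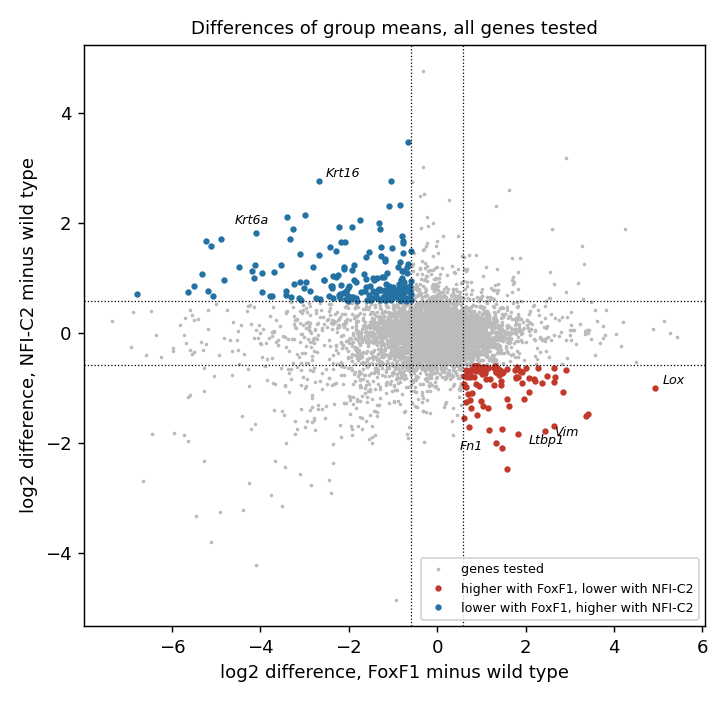
Differences of group means on the log2 scale for the 18497 genes tested, FoxF1 minus wild type on the horizontal axis and NFI-C2 minus wild type on the vertical axis, each the mean of 3 arrays minus the mean of 3, with dotted lines at 1.5-fold. The 94 genes in red are higher with FoxF1 and lower with NFI-C2, and the 185 genes in blue are lower with FoxF1 and higher with NFI-C2.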

With the purpose to narrow down the set of genes negatively regulated by NFI-C2 and positively regulated by FoxF1, we associated this microarray with a former microarray where we used the MDA-MB 436 breast cancer cell line, a mesenchymal-like cell line with high expression of FoxF1. In that array we compared the transcriptome of MDA-MB 436 overexpressing NFI-C2S with that of vector control cells [3]. This association showed that 45 genes were downregulated 1.5 fold or more by NFI-C2 in HC11 cells and MDA-MB 436 cells. Of these 45 genes, 17 were upregulated 1.5 fold or more by FoxF1 in HC11 cells (Table 1). All of these 17 genes have been implicated in tumorigenesis, especially in the process of EMT and invasion. Also, many of these genes are involved in TGF-β signaling (Abcg2, F2r, Fn1, Ltbp1, Lox, Nrp1, Pdgfc, Thbs1, Tgfb2 and Vim). Among these 17 genes, the one that was far most upregulated by FoxF1 was LOX. 

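In HC11 cells with NFI-C2, the keratins Krt18 and Krt7 were among the genes that fell most, and Krtdap and the desmosomal cadherin Dsg1b among those that rose most. Both keratins were lower with FoxF1 too, at -4.38 and -5.45. Krt18 and Krt7, keratins of simple epithelium, were lower at -3.21 (standard error 0.045, adjusted p = 6.5e-08) and -3.33 (0.12, 4.7e-06). Krtdap, a secreted protein of differentiating keratinocytes, was higher by 3.47 (0.13, 4.7e-06). NFI-C2 cells had 522 genes lower and 428 genes higher by 1.5-fold or more, and 941 of these 950 genes had an adjusted p under 0.05. Without the fold criterion, 2264 genes were lower and 1588 higher.

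Next to these keratins, the genes that fell most were Ankrd1, a nuclear cofactor induced by YAP (-4.85), Ctsz, a lysosomal protease (-4.22), Rassf4 (-3.79), Ltf, the milk protein lactoferrin (-3.25), Sema3d, a guidance protein (-3.14), Trpv6, a calcium channel (-2.93), Fgf7, a growth factor for epithelium (-2.91), and Il17b, a cytokine at the floor on 2 arrays (-2.76). All 10 of these genes, the keratins included, were also lower with FoxF1 by 1.5-fold or more, Ankrd1 by much less than with NFI-C2 (-0.93). Predicted genes, and genes whose cluster lies on another chromosome than the gene, were passed over in this ranking and in the others. The highest rises after Krtdap were those of P2ry10b, a G protein-coupled receptor (3.19), Serpinb10, a serine protease inhibitor (3.02), and Gsta3, a glutathione transferase (2.75). They also include Mt2, a metallothionein (2.59), Dpysl3, a cytoskeletal regulator (2.52), Them5, a thioesterase (2.49), and Bbs2, a protein of cilia (2.43), with Dsg1b and Krt16. The standard errors were 0.025 to 0.27, and the adjusted p was at most 4.1e-04.

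Of 20 adherens and tight junction genes measured, 11 fell, 1 rose and 8 did not pass the test (11 and 1 adjusted over the list alone). The list was lower than other genes by camera (adjusted p = 6.2e-05, and adjusted p = 0.032 with an estimated correlation). The claudins Cldn1 (-2.32), Cldn4 (-2.31) and Cldn7 (-1.85) fell, and Cdh3, the P-cadherin of basal cells, rose by 1.23. With FoxF1 the same claudins fell as well (-5.28, -3.67 and -1.93). Of 14 mammary luminal markers, 8 fell and none rose (8 and 0 adjusted over the list alone), with an adjusted p of 4.9e-04 by camera and an adjusted p = 0.0509 with an estimated correlation. Beside Krt18 they include Krt8 (-1.13) and Kit, the receptor tyrosine kinase of luminal progenitors (-1.06), all 3 of which were also lower with FoxF1. Of 15 desmosome genes, 10 rose and 2 fell (10 and 2 adjusted over the list alone), and camera gave an adjusted p of 4.9e-04 (adjusted p = 0.10 with an estimated correlation). Pkp2, a plakophilin also found in simple epithelium, was among those that fell (-1.18).

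Lists that camera did not separate from other genes went both ways. Among 16 keratins 3 rose and 4 fell (adjusted p = 0.95, adjusted over the list alone 3 and 4). Among 17 epithelial regulators 5 rose and 3 fell (adjusted p = 0.78, 6 and 3 adjusted over the list alone), with rises of the transcription factors Klf5 (0.79), Trp63 (0.77) and Klf4 (0.47) and a fall of the protease inhibitor Spint1 (-0.57). The median, mean and test of both lists differ in sign. Of 15 mammary basal markers, 4 rose and 1 fell, the same adjusted over the list alone (adjusted p = 0.057). With NFI-C2, 306 genes passed a test against a change of 1.5-fold. Quantile normalization gave 2223 genes changed by 1.5-fold or more. It gives arrays of unlike spread the same spread and so rescales the differences, and that count does not test the others. The previous arrays of the human cell line were not analysed here.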

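The genes of Table 1 were higher with FoxF1 and lower with NFI-C2 than in wild type cells, and several of them act on migration, the actin cytoskeleton or growth factor signaling. Glipr2, a Golgi protein linked to EMT and at the floor on 2 arrays, was higher by 2.86 with FoxF1 (standard error 0.047, adjusted p = 1.1e-08) and lower at -1.07 with NFI-C2 (0.047, 9.4e-06). Wipf1, which regulates actin polymerization through WASP, had 1.79 (0.099, 4.2e-06) and -0.81 (0.099, 0.0011).

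Among the other genes of Table 1 outside TGF-β signaling, the serine protease Prss23 had 1.58 with FoxF1 and -0.64 with NFI-C2. The EGF receptor ligand Epgn had 1.42 and -0.68, and Vgll3, a cofactor of TEAD transcription factors, had 1.31 and -0.59. Ssbp4, a DNA-binding protein at the floor on 2 arrays, had the smallest rise of the table with FoxF1, 0.69, and -1.10 with NFI-C2. Standard errors of the last 4 genes were 0.051 to 0.11, and their adjusted p was 0.0049 or less in both comparisons.

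All 17 genes rose with FoxF1 by 1.5-fold or more, and all 17 fell with NFI-C2 at an adjusted p under 0.05 (17 and 17 adjusted over the list alone). With NFI-C2, 16 fell by 1.5-fold or more, and Tgfb2 had -0.54 (0.073, 0.0017). The camera test gave an adjusted p of 3.9e-13 for FoxF1 and 4.2e-18 for NFI-C2, and an adjusted p of 0.017 and 0.032 with an estimated correlation. The study chose these genes on the same arrays, so that neither counts nor p are independent evidence of their direction. At a threshold of 2-fold, 5 of the 17 genes met both criteria.

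**Figure D2:**
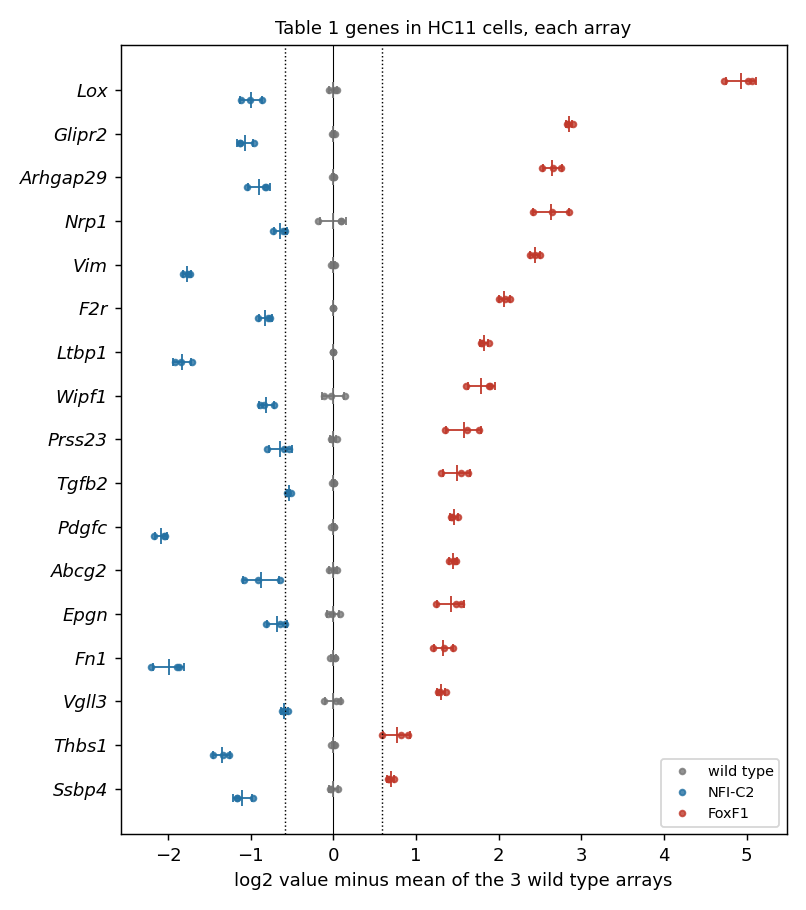
Log2 values of the 17 genes of Table 1 on each array, minus the mean of the 3 wild type arrays, with wild type in grey, NFI-C2 in blue and FoxF1 in red, and with bars for the mean and SD of 3 arrays and dotted lines at 1.5-fold. Genes are ordered by the FoxF1 difference, from 4.93 for Lox to 0.69 for Ssbp4.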

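The TGF-β genes of Table 1 include the ligand TGF-β2 and proteins that store and release it, and each of the 10 was higher with FoxF1 and lower with NFI-C2. Ltbp1, which binds latent TGF-β to the matrix, had 1.83 with FoxF1 (standard error 0.053, adjusted p = 1.4e-07) and -1.83 with NFI-C2 (0.053, 1.5e-06). Thbs1, thrombospondin, which can activate latent TGF-β, had 0.77 (0.083, 1.8e-04) and -1.35 (0.083, 4.2e-05). Tgfb2, the ligand TGF-β2, had 1.49 with FoxF1 (0.073, 2.2e-06).

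Vim, the intermediate filament vimentin, had 2.44 and -1.77, and Fn1, the matrix protein fibronectin, had 1.33 and -1.99. Nrp1, a coreceptor for VEGF and semaphorins, had 2.64 and -0.64. F2r, the thrombin receptor, had 2.07 and -0.82. Pdgfc, a platelet-derived growth factor, had 1.46 and -2.09, and Abcg2, a drug efflux transporter, had 1.45 and -0.88. Their standard errors were 0.036 to 0.12, and the adjusted p was at most 0.0078. Of these 10 genes with Lox, 10 rose with FoxF1 and 10 fell with NFI-C2, the same when adjusted over the list alone. The adjusted p by camera was 7.9e-09 for FoxF1 and 1.0e-12 for NFI-C2 (adjusted p = 0.031 and adjusted p = 0.032 with an estimated correlation), for a list that the study chose on these arrays and that is not independent evidence of its direction.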

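Lox, the copper-dependent oxidase that crosslinks collagen and elastin, was 30.5-fold higher in FoxF1 cells than in wild type cells and fell to 0.501 of the wild type level in NFI-C2 cells. The log2 differences were 4.93 (standard error 0.099, adjusted p = 2.5e-08) and -0.997 (0.099, 4.2e-04), and FoxF1 cells exceeded NFI-C2 cells by 5.93 (adjusted p = 9.9e-09). On every FoxF1 array Lox was higher, and on every NFI-C2 array lower, than on any wild type array. Of the 17 genes of Table 1 it ranked 1 by the FoxF1 difference. Lox lies on chromosome 18 from 52675721 to 52689357, on the minus strand.

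Of the other lysyl oxidases, Loxl1, which acts on elastic fibers, had 3.81 with FoxF1 (0.075, 2.2e-08) and -0.04 with NFI-C2 (adjusted p = 0.81). With cyclic loess normalization these were 0.13 (adjusted p = 0.092) and 0.12. Cyclic loess acts on the FoxF1 differences directly, so that it cannot test this rise with FoxF1. Loxl3 was lower in both lines, at -0.89 (0.051, 4.9e-06) and -1.24 (0.051, 7.5e-06). Loxl4 had 0.06 with FoxF1 (adjusted p = 0.53, and -0.060 for the mean of its clusters) and 0.22 with NFI-C2 (0.062, 0.0466). No cluster was paired with Loxl2 alone, so it has no value here. Of 13 lysyl oxidase and collagen crosslinking genes, 9 rose with FoxF1, 1 fell and 3 did not pass (9 and 1 adjusted over the list alone), with an adjusted p of 0.0019 by camera and an adjusted p = 0.34 with an estimated correlation. They include Serpinh1, the collagen chaperone (1.38), P4ha2, a prolyl hydroxylase (1.10, but -0.11 with cyclic loess normalization), and Plod2, a lysyl hydroxylase (0.49), at an adjusted p of 0.0055 or less. With NFI-C2, 3 rose, 3 fell and 7 did not pass (3 and 3 adjusted over the list alone, camera adjusted p = 0.97), and the list's median, mean and test differ in sign. Serpinh1 rose by 0.90 and Plod2 fell, at -0.65.

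Quantile normalization gave 3.72 and -1.95 for Lox with FoxF1 and NFI-C2, and cyclic loess gave 1.19, rank 6 in Table 1, and -0.84. The former rescales differences between arrays of unlike spread, and the latter acts on the FoxF1 difference itself. Neither therefore tests the size of the change. Tested against a change of 1.5-fold, the fall of Lox with NFI-C2 had an adjusted p of 0.10, and over the other settings its adjusted p was between 1.5e-05 and 0.042.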

We used real-time PCR (RT-PCR) to confirm, in both cell lines, that NFI-C2 diminishes LOX expression and that high expression of FoxF1 is concomitant with high expression of LOX (Fig. 1a and b). Given the parallels between LOX and TGF-β involvement in EMT and invasiveness [22] we wanted to investigate the effects of LOX upregulation following FoxF1 overexpression and what signaling pathways are affected by FoxF1. TGF-β treatment of HC11 cells resulted in an increase in FoxF1 expression (Additional file 4: Figure S2A), confirming a coupling of FoxF1 to TGF-β signaling. In addition, the expression of LOX was also increased by TGF-β treatment (Additional file 4: Figure S2A). However, in order to distinguish the effects of FoxF1 from other pathways stimulated by TGF-β, we chose to limit our further investigations in this study to events downstream of FoxF1 expression.

**Fig. 1:**
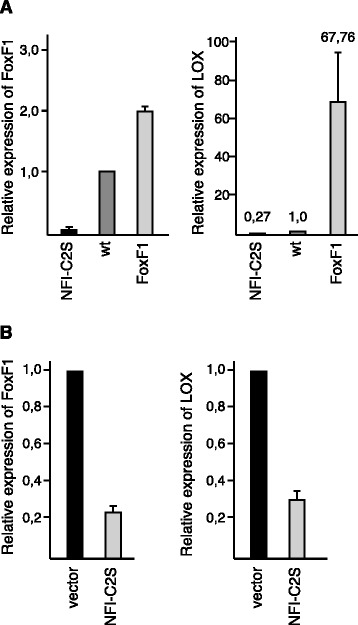
LOX expression is upregulated by FoxF1 and repressed by NFI-C2. **a**, RT-PCR analysis of FoxF1 (*left* panel) and LOX (*right* panel) mRNA levels in parental, NFI-C2- or FoxF1-overexpressing HC11 cells. **b**, RT-PCR analysis of FoxF1 (*left* panel) and LOX (*right* panel) mRNA levels in MDA-MB 436 cells expressing empty vector or NFI-C2

**Table 1:** Affymetrix microarray data of genes downregulated by NFI-C2 and upregulated by FoxF1

Gene description	Gene symbol	Cancer association	Reference
ATP-binding cassette, sub-family G (WHITE), member 2	Abcg2/Bcrp	Multi-drug resistance	[41, 42]
Coagulation factor II (thrombin) receptor	F2r/Par1	Migration, invasion	[43]
Epithelial mitogen	Epgn	Proliferation, migration	[44, 45]
Fibronectin 1	Fn1	EMT	[46, 47]
GLI pathogenesis-related 2	Glipr2	EMT	[48]
Latent transforming growth factor beta binding protein 1	Ltbp1	EMT, invasion	[49, 50]
Lysyl oxidase	Lox	Migration, invasion	[17, 20]
Neurophilin 1	Nrp1	Migration, invasion, angiogenesis	[51, 52]
Platelet-derived growth factor, C polypeptid	Pdgfc	Angiogenesis, invasion	[53, 54]
Protease, serine, 23	Prss23	Proliferation	[55]
Rho GTPase activating protein 29	Arhgap29	Migration	[56]
Single stranded DNA binding protein 4	Ssbp4	Genomic stability	[57]
Thrombospondin	Thbs1	Invasion	[58, 59]
Transforming growth factor, beta 2	Tgfb2	EMT, invasion	[60]
WAS/WASL interacting protein family, member 1	Wipf1	Migration, invasion	[61, 62]
Vestigial like 3 (Drosophila)	Vgll3	Proliferation, migration	[63]
Vimentin	Vim	EMT	[64]

Affymetrix microarrays were used to compare the transcriptome of HC11 wild type cells to that of cells overexpressing NFI-C2 or FoxF1. Associating this array with a previous array where the transcriptome of MDA-MB 436 cells overexpressing NFI-C2 or vector control, resulted in 17 genes downregulated by NFI-C2 in both arrays and upregulated by FoxF1 in the HC11 array

### Upregulation of LOX expression is an early effect of FoxF1 expression

In order to discriminate between the direct and indirect effects of FoxF1 we wanted to generate an inducible system for ectopic expression of FoxF1. The non-malignant human mammary epithelial cell line HB2 [23] was used for this purpose. These cells do not have endogenous expression of FoxF1. HB2 cells harbouring the tetracycline repressor [24] were stably transfected with the pcDNA3.1neo/TO/FoxF1-IRES-GFP plasmid. Using this system, bicistronic expression of FoxF1 and GFP can be induced by addition of tetracycline or its analogue doxycycline (dox). Clone TFoxF1-50 with moderate expression of FoxF1 was used for further studies (Fig. 2a and b). Induction of FoxF1 expression for 24 h resulted in morphological changes; the cells became elongated with protrusions, partial cell-cell-dissociation and remodeling of the cytoskeleton into stress fibers were observed. After 48 h, cells appeared fibroblast-like in shape (Fig. 2c). These observations are consistent with the effect of FoxF1 on morphology in HC11 cells (Fig. 2d). Furthermore, 24 h after induction of FoxF1 expression, the LOX expression was increased (Fig. 2e). This demonstrates that upregulation of LOX expression is an early effect of FoxF1 action, rather than a consequence of malignant transformation seen after constitutively overexpressing FoxF1 in HC11 cells [3]. It can also be mentioned that TGF-β treatment of HC11 wild type cells had effect on morphology, stress fiber formation and an increase in LOX mRNA levels (Additional file 4: Figure S2A and B), which strengthen a possible coupling of FoxF1 and TGF-β signaling.

**Fig. 2:**
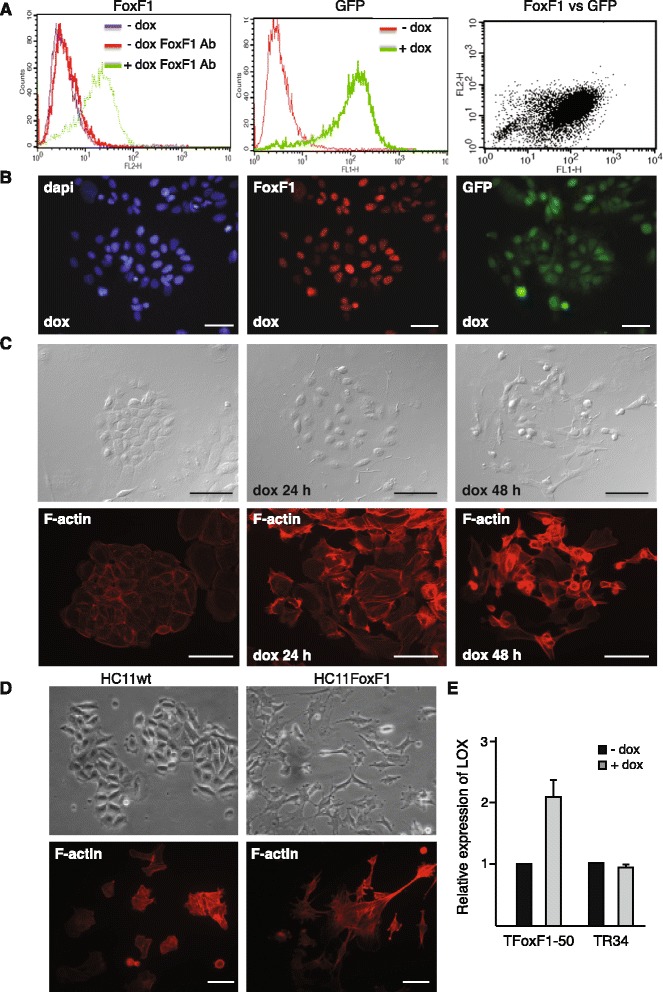
Induced expression of FoxF1 causes remodeling of the cytoskeleton and increase of LOX expression. **a**-**b**, FoxF1 and GFP expression in HB2 cells expressing the tetracycline repressor plus the FoxF1-IRES-GFP construct (TFoxF1-50) analyzed by flow cytometry (**a**) and immunofluorescence (**b**), 2 days after addition of dox (1 μg/mL) as indicated. **c**, photomicrographs and fluorescence photomicrographs of TFoxF1-50 cells, untreated or treated with dox for 24 or 48 h, F-actin is stained with phalloidin-Alexa Fluor-546. **d**, photomicrographs and F-actin fluorescence photomicrographs of parental and FoxF1 overexpressing HC11 cells, stained with phalloidin-Alexa Fluor-546. **e**, RT-PCR analysis of LOX mRNA levels in TFoxF1-50 cells and TR34 control cells (HB2 cells expressing the tetracycline repressor), untreated or dox-treated for 48 h. **b**-**d**, Scale bar: 20 μm

### FoxF1 overexpression increases invasiveness in a LOX-dependent manner

It has been demonstrated that the secreted, catalytically active 32 kDa form of LOX is involved in invasion [17]. High levels of secreted 32 kDa LOX could be detected in culture media from FoxF1-overexpressing HC11 cells (HC11FoxF1) but not in HC11 wild type cells (Fig. 3a). Because LOX has previously been shown to promote motility/migration, we used an in vitro invasion assay to examine if the invasive phenotype observed in FoxF1 overexpressing cells compared to wild type cells (Fig. 3a) was dependent on LOX activity. Treatment with the irreversible LOX inhibitor β-aminopropionitrile (βAPN) significantly decreased the invasion capacity of HC11FoxF1 cells (Fig. 3a). βAPN inhibits the activity of both LOX and LOXL family members. To confirm the specific involvement of LOX, we performed RNAi against LOX in HC11FoxF1 cells. This treatment, which substantially decreased LOX levels in the culture media, abrogated the invasive ability of the cells (Fig. 3b and Additional file 1: Figure S3). These data indicate that the increase in LOX expression is responsible for the invasive phenotype of HC11FoxF1 cells.

**Fig. 3:**
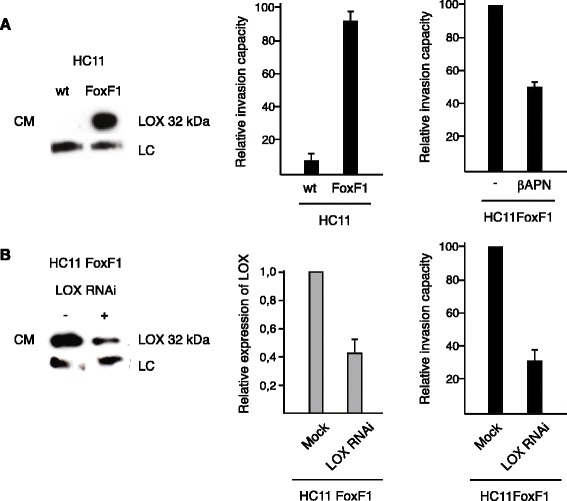
FoxF1-induced upregulation and secretion of LOX increases invasiveness. **a**, *left* panel, western blot analysis of supernatant (culture media (CM)) was concentrated 5X using Centrifugal Filter Units (Ultracel-3 K), Millipore) from cultures of parental and FoxF1-overexpressing HC11 cells using LOX antibody. This antibody also detects a non-specific band at 70 kDa, which is used as loading control (LC). The middle panel shows relative invasion capacity of HC11 wild type cells and HC11FoxF1 cells and the right panel the relative invasion capacity of HC11FoxF1 cells with or without βAPN treatment (200 μM) for 48 h. **b**, *left* panel, western blot analysis of supernatants from cultures of HC11FoxF1 cells using LOX antibody after transfection with LOX siRNA (+) or mock-treatment (−). Middle panel shows densitometry. *Right* panel shows relative invasion capacity of HC11FoxF1 cells following LOX RNAi

### FoxF1 activates focal adhesion kinase

LOX has been shown to modulate the activity of focal adhesion kinase (FAK) [19, 20]. Hydrogen peroxide is produced as a byproduct of LOX catalytic activity and can activate the Src/FAK signaling pathway, leading to an increase in adhesion and cell migration [16, 25]. We wanted to investigate if this signaling pathway is activated in response to FoxF1. Indeed, FoxF1 overexpression in HC11 cells resulted in phosphorylation of FAK at Tyr^576^ (Fig. 4a). This phosphorylation was decreased by treatment with the LOX inhibitor βAPN or by decomposition of hydrogen peroxide by catalase treatment. In TFoxF1-50 cells, an increase in FAK phosphorylation at Tyr^576^ was observed after induction of FoxF1 for 24 h (Fig. 4b), demonstrating an early FoxF1-induced FAK activation.

**Fig. 4:**
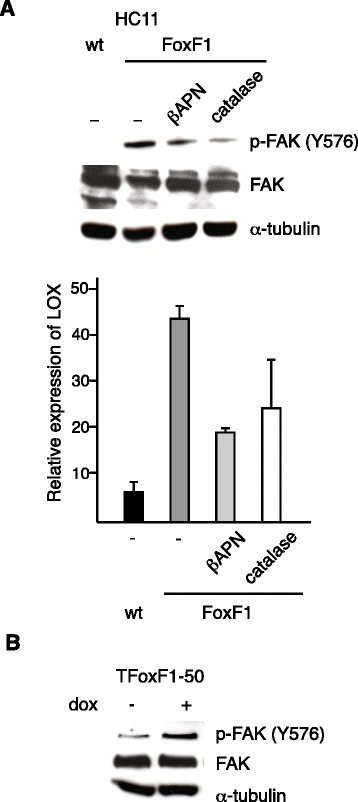
FoxF1 activation of FAK is dependent on LOX catalytic activity. **a**, *upper* panel, western blot analysis of whole cell extracts (WCE) from parental and FoxF1 overexpressing HC11 cells, untreated or treated with 200 μM βAPN or 200 U/mL catalase for 48 h, probed with phosphospecific antibody FAK-p^Y576^, stripped and re-probed with FAK- and α-tubulin antibodies. *Lower* panel shows densitometry. **b**, Western blot analysis of whole cell extracts from TFoxF1-50 cells untreated or dox-treated for 24 h, probed as in (**a**)

### FoxF1 suppresses Smad2 activity and activate p38 signaling

In the Affymetrix microarray analysis comparing the transcriptome of HC11 wild type cells to that of cells overexpressing either NFI-C2 or FoxF1, we observed many TGF-β related genes involved in tumorigenesis that were upregulated by FoxF1 (Table 1). This prompted us to investigate whether TGF-β signaling pathways are affected by FoxF1. 

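Genes of the TGF-β pathway went both ways in FoxF1 cells. Tgfbr3, the coreceptor betaglycan, was higher by 2.66 (standard error 0.084, adjusted p = 2.3e-07), and Tgfbi, a matrix protein induced by TGF-β, by 2.90 (0.088, 1.8e-07). Fst, the activin antagonist follistatin, was lower at -3.17 (0.066, 3.0e-08), Inhbb, a subunit of activin B, at -2.73 (0.10, 5.0e-07), and Acvr1b, an activin receptor, at -2.02 (0.057, 1.3e-07).

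Of 37 TGF-β pathway components, 12 rose with FoxF1, 14 fell and 11 did not pass the test (14 and 14 adjusted over the list alone, camera adjusted p = 0.66). This list includes Tgfb2 and Ltbp1 of Table 1, and the list of genes induced by TGF-β includes Fn1 and Thbs1. The ligand Tgfb3 had 0.55 and the receptor Tgfbr1 -0.57 (adjusted p at most 0.0058). Of 27 genes known to be induced by TGF-β, 14 rose, 9 fell and 4 did not pass (14 and 9 adjusted over the list alone, camera adjusted p = 0.66), and the median of the list is above 0 while its mean is below. Pmepa1, a feedback inhibitor of TGF-β signaling, was among those that fell (-2.82). Itgb6, the integrin that activates latent TGF-β (-2.07), and Pdgfb (-2.33) fell too. With cyclic loess normalization Pdgfb had 0.060, but cyclic loess acts on the FoxF1 difference itself and cannot test this fall.

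With NFI-C2, 8 pathway components rose and 10 fell (9 and 11 adjusted over the list alone, camera adjusted p = 0.84), with falls of Fst (-1.74), Tgfb3 (-0.91) and Tgfbr1 (-0.85) at an adjusted p of 0.0012 or less. Of the genes induced by TGF-β, 6 rose and 9 fell (6 and 10 adjusted over the list alone, camera adjusted p = 0.42).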

The oncogenic activity of TGF-β is suggested to be a result of imbalance between canonical (Smad2/3) and non-canonical (non-Smad), TGF-β signaling [26]. The non-Smad pathways include various branches of MAP kinase pathways, e.g. p38 MAPK. The nuclear levels of phosphorylated Smad2/3 are reduced in high-grade tumors [27], and the nuclear levels of phosphorylated p38 are elevated in aggressive breast cancer [28]. In HC11FoxF1 cells, the amounts of phosphorylated Smad2 in the nucleus, and total Smad2/3 in whole cell extracts, were reduced, whilst the levels of phosphorylated p38 in the nucleus were elevated, compared to wild type HC11 cells (Fig. 5a). Similarly, after induction of FoxF1 expression in TFoxF1-50 cells phosphorylated Smad2 and total Smad2/3 levels were reduced. However, nuclear phosphorylated p38 was barely detectable (Fig. 5b).

**Fig. 5:**
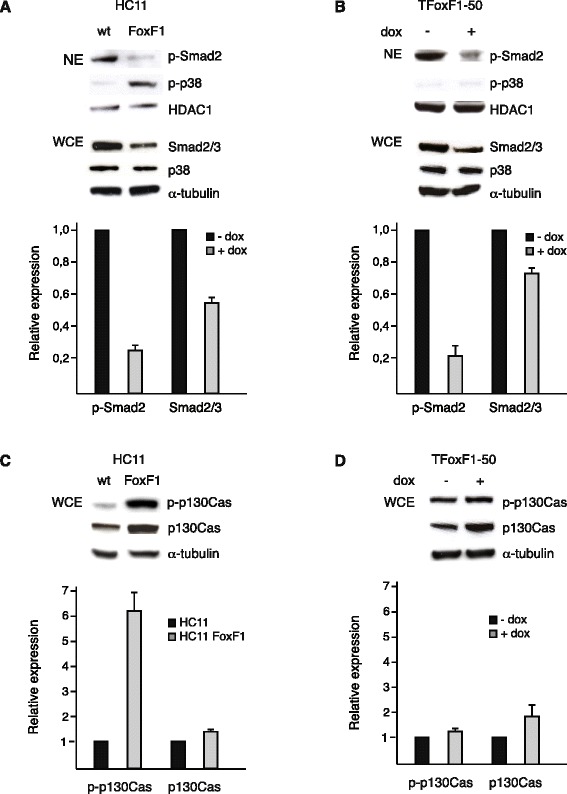
FoxF1 represses Smad2 activity. **a**, *upper* panel, western blot analysis of nuclear extracts (NE) from HC11 and HC11FoxF1 cells probed with phosphospecific Smad2 and p38 antibodies, stripped and reprobed with HDAC-1 antibody. Total levels of Smad2/3 and p38 were analyzed in whole cell extracts (WCE). **b**, *upper* panel, western blot analysis of nuclear extracts from TFoxF1-50 cells, untreated or dox-treated for 24 h, probed as in (**a**). **c**, *upper* panel, western blot analysis of whole cell extracts from HC11 and HC11FoxF1 cells probed with phosphospecific p130Cas antibody, stripped and re-probed with p130Cas and α-tubulin antibodies. **d**, *upper* panel, western blot analysis of whole cell extracts from TFoxF1-50 cells untreated or dox-treated for 24 h, probed as in (**c**). **a**-**d**, *lower* panels show densitometry

p130Cas functions as a scaffold molecule in focal adhesion complexes. p130Cas is overexpressed in a variety of cancers. In breast tumors, high expression of p130Cas correlate with poor prognosis [29]. It has been demonstrated that p130Cas reduces Smad2/3 activity and is involved in the regulation of the balance between canonical and non-canonical TGF-β signaling [30, 31]. HC11FoxF1 cells showed an increase in the levels of phosphorylated as well as total p130Cas compared to wild type HC11 cells (Fig. 5c). In TFoxF1-50 cells, a modest increase of phosphorylated p130Cas and total p130Cas were observed upon induction of FoxF1 expression (Fig. 5d). Taken together, these findings show that FoxF1 reduces Smad2/3 activity and upregulates p130Cas. Moreover, as a consequence of FoxF1-promoted malignant transformation in HC11FoxF1 cells the p38 MAPK signaling pathway is activated.

### Lysyl oxidase activation of FAK suppresses Smad2 signaling

Next we wanted to investigate if LOX is involved in the signaling events regulated by FoxF1. Depletion of LOX expression by RNAi in HC11FoxF1 cells led to a decrease in phosphorylated FAK, whereas the levels of nuclear phosphorylated Smad2, as well as total Smad2/3, were increased following LOX depletion (Fig. 6a). As shown in Fig 6b, the levels of nuclear phosphorylated p38 remained unchanged, as did that of p130Cas, although, a small increase in phosphorylated p130Cas was observed. Treatment of HC11FoxF1 cells with FAK inhibitor increased the phosphorylation of Smad2. The amount of total Smad2/3 was not affected by inhibition of FAK, nor the amount of p130Cas. However, phosphorylation of p130Cas increased (Fig. 6c). These data indicate that LOX-induced activation of FAK leads to suppression of Smad2/3 signaling whereas the FoxF1-induced activation of p38 signaling is independent of LOX. Furthermore, our data suggest that suppression of Smad2/3 downstream of LOX is not mediated by p130Cas. Instead, p130Cas appears to be involved in the regulation of p38, as depletion of p130Cas by RNAi treatment resulted in a decrease in nuclear phosphorylated p38 (Fig. 6d).

**Fig. 6:**
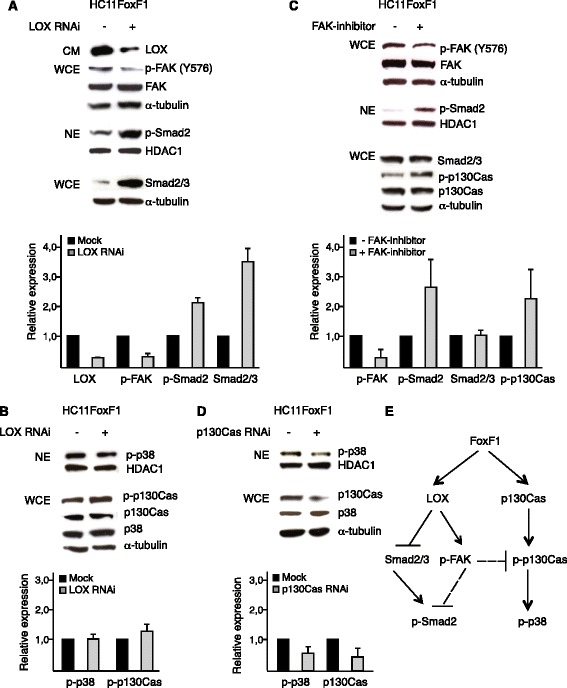
FoxF1 represses Smad2 by a LOX- and FAK-dependent mechanism. **a**-**b**, *upper* panels, western blot analysis of HC11FoxF1 cells, mock-treated or transfected with LOX siRNA. Supernatants of cultures (CM) were probed with LOX antibody, whole cell extracts (WCE) were probed with phosphospecific antibody FAK-p^Y576^ and α-tubulin antibodies, stripped and re-probed with FAK antibody. Nuclear extracts (NE) were probed with phosphospecific Smad2 antibody, stripped and re-probed with HDAC-1 antibody. Total levels of Smad2/3 were analyzed in whole cell extracts (**a**). Nuclear extracts were probed with phosphospecific p38 and HDAC-1 antibodies. Whole cell extracts were probed with phosphospecific p130Cas and p38 antibodies, stripped and re-probed with p130Cas and α-tubulin antibodies (**b**). **c**, *upper* panel, western blot analysis of HC11FoxF1 cells untreated or treated with FAK inhibitor (FAK inhibitor 14, Santa Cruz) 20 μM for 1 h. The effect of the FAK inhibitor was confirmed by analyzing FAK phosphorylation levels at Y396 (data not shown). Whole cell extracts were probed with FAK-p^Y576^ antibody, stripped and re-probed FAK and α-tubulin antibodies. Nuclear extracts were probed with phosphospecific Smad2 and HDAC-1 antibodies. Whole cell extracts were probed with phosphospecific p130Cas and Smad2/3 antibodies, stripped and re-probed with p130Cas and α-tubulin antibodies. **d**, *upper* panel, western blot analysis of HC11FoxF1 cells mock-treated or transfected with p130Cas siRNA. Nuclear extracts were probed with phosphospecific p38 antibody, washed, blocked and re-probed with HDAC-1 antibody. Whole cell extracts were probed with p130Cas and p38 antibodies, washed, blocked and re-probed with α-tubulin antibody. **a**-**d**, *lower* panels show densitometry. **e**, summary of signaling events regulated by FoxF1

## Discussion

Invasion and metastasis are the most fatal aspects of cancer and can be facilitated by proteins that stimulate tumor cell attachment to the extracellular matrix and tumor cell motility.

Recently, it has become evident that LOX is involved in increased malignancy and invasiveness in a variety of human cancers. LOX is upregulated in invasive breast cancer cell lines and breast carcinomas [32, 33] and has been shown to facilitate breast cancer cell migration by regulating cell-extracellular matrix adhesion formation [16]. It has been demonstrated that LOX is a metastasis promoting gene as it is important for tumor progression to metastasis but not for tumor formation [20]. In this study, we found LOX to be downregulated by NFI-C2 and upregulated by FoxF1. The increased invasion capacity of cells overexpressing FoxF1 could be reduced by inhibiting LOX activity or LOX expression. FoxF1 is highly expressed in invasive breast cancer cell lines compared to less invasive ones [3]. However, the levels of FoxF1 in breast carcinomas have not been rigorously investigated due to the lack of specific antibodies. FoxF1 is repressed by NFI-C2, which is lost during mammary tumor progression and almost universally absent in lymph node metastases [3]. Loss of NFI-C2 may be one event that facilitates metastatic dissemination and upregulation of factors like LOX. That FoxF1 upregulates LOX leading to increased invasive capacity implicates FoxF1 as a strong contributor to metastasis.

We show herein a signaling pathway where FoxF1-induced upregulation of LOX activates FAK, leading to suppression of Smad2 activity. Depletion of LOX diminished the activation of FAK and increased the phosphorylation of Smad2 and the levels of Smad2/3. However, inhibiting FAK only affected the activation of Smad2. This indicates that activation of LOX disrupts a possible scaffold function for Smad2/3 and that there are additional factors other than FAK that are involved in the regulation of Smad2/3 levels. Focal adhesions are multi-molecular complexes consisting of a range of scaffold and adaptor proteins. Elevated levels of the focal adhesion scaffold molecule p130Cas have been shown to reduce the activity of Smad2/3 [30, 31]. p130Cas was upregulated by FoxF1 overexpression. However, suppression of Smad2/3 was not mediated by p130Cas in HC11 cells. Instead, our data suggest that FoxF1 upregulates p130Cas in a separate pathway, leading to activation of the p38 MAPK signaling pathway. It is commonly known that p130Cas is a downstream target of FAK [34]. Inhibiting FAK by pharmacological treatment or LOX depletion increased the phosphorylation of p130Cas, suggesting the presence of an additional kinase that phosphorylates p130Cas when FAK is inhibited. This indicates cross-talk between the parallel pathways through which FoxF1 regulates Smad2/3 and p130Cas.

Upregulation of LOX, activation of FAK and subsequent suppression of Smad2 activation, as well as upregulation of p130Cas, were also observed in HB2 cells following short induction of FoxF1 expression. However, the p38 MAPK signaling pathway was not activated. One explanation for this could be the differences in epithelial characteristics between these cell types and a less advanced transformation to malignant phenotype of HB2 cells at that point. Long term expression of FoxF1 in HB2 cells was not possible owing to cell death after a few days of induction. It was therefore not possible to follow a potential FoxF1-induced EMT process in these cells. However, a dramatic change in morphology was observed, including formation of stress fibers and fibroblast-like shape, typical features during progression of EMT. When engineering inducible FoxF1-clones of HB2 cells we observed a less pronounced phenotype with a slower conversion to fibroblast-like morphology in low-expressing clones and a lower degree of cell death compared to high-expressing clones (data not shown). These observations are in accordance with earlier studies showing that FoxF1 effects are dose dependent [35].

Recent findings indicate that oncogenic TGF-β action, which enhances tumor cell invasion and metastasis, is initiated by imbalance between canonical and non-canonical TGF-β signaling systems. We present data indicating that the association of FoxF1 with invasion and metastasis can be a consequence of FoxF1 being involved in the regulation of TGF-β signaling and promotion of non-canonical TGF-β signaling: i) overexpression of FoxF1 affects the expression of many genes involved in TGF-β pathways; ii) FoxF1 upregulates TGF-β2; iii) TGF-β treatment increases FoxF1 expression; iv) FoxF1 expression suppresses Smad2 activity; v) constitutive overexpression of FoxF1 results in activation of the p38 MAPK signaling pathway. Future research will establish how FoxF1 is coupled to TGF-β action, and whether these factors cooperate to influence metastatic activity.

Imbalance between cell-matrix and cell-cell adhesions is implicated in tumor progression. ECM remodeling such as increased cross-linking of fibrillar ECM proteins including collagen and fibronectin leads to matrix stiffness, FAK activation and increased cell adhesion [19]. Changes in ECM density can trigger EMT via formation of cell-matrix adhesions and disassembly of cell-cell adhesions, altering intracellular signaling in a way that enhances tumor cell migration and invasion [36]. FoxF1 downregulates cell-cell adhesion components, e.g. E-cadherin and desmosomes (e.g. Dsc2, Pkp1, Dsg and Dsp), upregulates genes affecting cell-matrix adhesion, e.g. LOX and fibronectin (Table 1 and Additional file 2: Table S1), induces EMT [3] and invasiveness (Fig. 3). 

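Genes of cell-cell junctions were lower in HC11 cells with FoxF1 than in wild type cells, although of those named here Cdh1, Dsg2 and Jup turned with cyclic loess normalization, which fits a trend on a mean that follows the FoxF1 difference itself (r = 0.805 across genes). Genes of cell-matrix adhesion went both ways. Cdh1, which encodes E-cadherin, was lower at -5.82 (standard error 0.10, adjusted p = 1.3e-08), and cyclic loess normalization gave 0.39. Dsp, desmoplakin, was lower at -5.50 (0.097, 1.5e-08), the desmosomal cadherin Dsc2 at -3.74 (0.027, 3.9e-10) and the plakophilin Pkp1 at -3.27 (0.034, 1.3e-09). Itga5, the fibronectin receptor subunit, was higher by 2.11 (0.087, 8.8e-07), and Itgb4, the integrin of hemidesmosomes, was lower at -4.99 (0.14, 1.1e-07).

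FoxF1 cells had 1301 genes higher and 1673 genes lower by 1.5-fold or more, and 2968 of these 2974 genes had an adjusted p under 0.05. Without the fold criterion, 3730 genes were higher and 3485 lower. The genes that fell most, from -7.35 to -6.25, were Krt5, Wfdc18, Bbox1, Krt17, Igfbp5, Epcam, Dsg3, Gabrp, Esrp1 and Plet1. They include basal keratins (Krt17 at the floor on 2 arrays) and the epithelial adhesion protein Epcam (-6.58, standard error 0.18), and with cyclic loess Krt5, Wfdc18, Bbox1 and Esrp1 lay above wild type instead. The genes that rose most, from 4.04 to 5.42, were the collagen receptor Ddr2, the mesenchymal transcription factors Prrx1 and Zeb1, the protocadherin Pcdh19, Lox, the LIM protein Fhl1, the chemokine Cxcl12, the matrix proteins Ccdc80 and Ogn, and the glycoprotein Gpnmb. Ogn was at the floor on 3 arrays and Prrx1 on 2.

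Of 15 desmosome genes, 13 fell and none rose, the same adjusted over the list alone (camera adjusted p = 3.1e-10). Besides Dsp, Dsc2 and Pkp1 they include Dsg3 (-6.47), Dsg2 (-4.04) and Jup (-3.78), the last 2 of which were at 0.027 and 0.078 with cyclic loess. Of 20 adherens and tight junction genes, 18 fell and none rose, the same adjusted over the list alone (camera adjusted p = 1.4e-13), with Cldn1 at -5.28, Cldn4 at -3.67, Cldn7 at -1.93 and Cdh3 at -3.54. All 17 epithelial regulators measured fell, 17 adjusted over the list alone (camera adjusted p = 2.0e-15). Among them were the transcription factors Ehf (-5.97) and Trp63 (-3.42), the protease St14 (-5.30), its inhibitor Spint2 (-5.34, 0.14 with cyclic loess) and the splicing factor Esrp1 (-6.35, 0.41 with cyclic loess). Of 16 keratins, 12 fell, none rose and 4 did not pass, the same adjusted over the list alone (camera adjusted p = 7.5e-08), with Krt8 at -5.58 and Krt14 at -5.59, and with cyclic loess Krt14 was at 0.033 and Krt5 at 0.33. With cyclic loess 1229 genes changed by 1.5-fold or more with FoxF1, 4 desmosome genes fell and 1 rose, 13 junction genes fell and 1 rose, 5 epithelial regulators fell and 1 rose, and 7 keratins fell.

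Among 34 collagens and matrix genes, 14 rose, 11 fell and 9 did not pass (14 and 11 adjusted over the list alone, camera adjusted p = 0.82, with a median and a mean that differ in sign). The laminin chain Lamb3 (-4.30) and tenascin Tnc (-2.69) fell, and so did periostin, Postn (-5.55), and the laminin chain Lama4 (-2.89), both of which were above 0 with cyclic loess. Of 17 integrins, 5 rose and 7 fell (5 and 7 adjusted over the list alone, camera adjusted p = 0.45), including Itga6, the partner of Itgb4 (-2.44), and Itgb3 (-1.96). Of 20 focal adhesion signaling genes, 10 rose and 7 fell (10 and 7 adjusted over the list alone, camera adjusted p = 0.58), with zyxin, Zyx (1.49), and vinculin, Vcl (1.61, -0.10 with cyclic loess), higher and kindlin Fermt1 (-4.36) lower. The genes given here without a p had an adjusted p of 4.0e-05 or less. From its effects on components of cell-cell adhesion, on genes of cell-matrix adhesion, on EMT and on invasiveness taken as a whole, the paper proposes that FoxF1 contributes to metastasis.

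**Figure D3:**
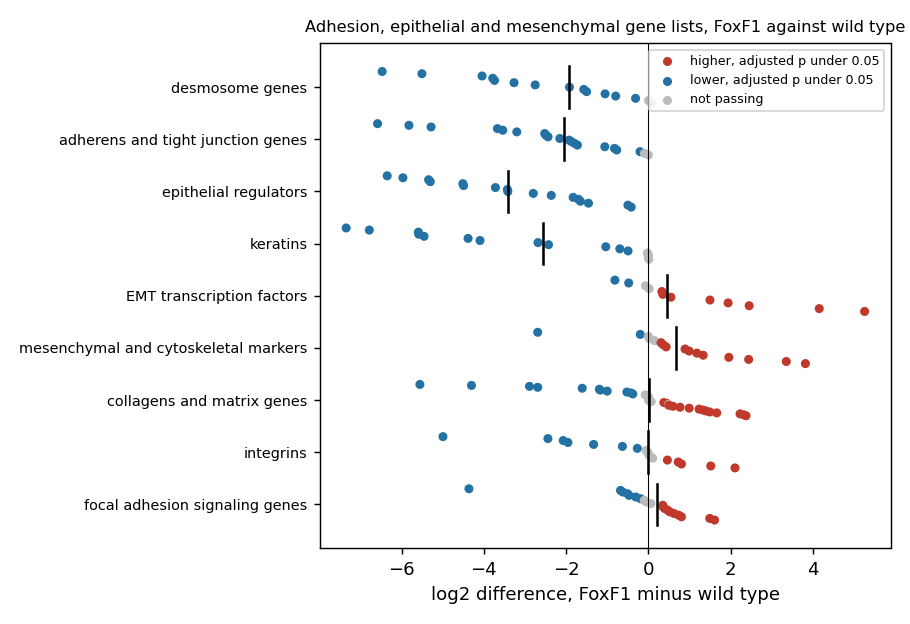
Log2 differences, FoxF1 minus wild type (means of 3 arrays), of the genes of 9 lists, with a point per gene, red for higher and blue for lower at an adjusted p under 0.05, grey for not passing, and a black bar for the median of the list. The medians of the 4 epithelial lists lie below 0, and collagens, integrins and focal adhesion genes lie on both sides. With cyclic loess Cdh1, Jup, Dsg2, Krt5, Krt14, Esrp1, Spint2, Postn, Lama4 and Vcl turn. Cyclic loess acts on the FoxF1 differences directly and cannot test them.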

Taken together, this suggests that FoxF1 contributes to metastasis. In apparent contradiction to these results, there are reports of FoxF1 acting as a tumor suppressor. Lo et al. demonstrated that overexpression of FoxF1 in breast cancer cells led to G_1_ arrest with or without concomitant apoptosis, depending on cell type [37]. FoxF1 exerts dose dependent effects that are also reliant on cell type, as discussed above. This can result in differences in the consequences of FoxF1 overexpression. Tamura et al. have shown that p53-induced FoxF1 decreases the invasive capability of cancer cells [38]. FoxF1 may induce different effects depending on the tissue studied and on the cell- and signal-context with which FoxF1 is associated. The status of p53 could be a determinant of FoxF1 action. This study relies on HC11 cells which express a mutant p53, and HB2 cells which are immortalized with SV40 large T antigen leading to inactivation of Rb and p53. FoxF1 is normally expressed in mesenchymal cells [39, 40], which is difficult to reconcile with a tumor suppressing function of FoxF1 in epithelial cells. Although there are no reports of FoxF1 being involved in developmental EMT, FoxF1 is expressed when EMT occurs during gastrulation and in the sclerotome when cells migrate to the notochord [7]. Clarifying the role of FoxF1 in carcinogenesis would be of great importance in order to evaluate the potential of FoxF1 as a molecular target against breast cancer invasion and metastasis.

## Conclusions

Our results show that FoxF1 increases invasiveness by upregulating LOX and prompts a role for FoxF1 in the regulation of the balance between canonical- and non-canonical TGF-β signaling by suppression of Smad2/3. These data adds new insights into the role of FoxF1 in cancer and suggests that FoxF1 promotes metastasis.

### Availability of supporting data

Microarray data are deposited in Gene expression Omnibus (GEO). The MDA-MB 436 array is deposited with the accession number GSE17636 and Doi: 10.1158/0008%E2%80%935472.CAN-09%E2%80%931677. The HC11 array is deposited with the accession number GSE77551.

## Additional files

Additional file 1: Figure S3. FoxF1-induced upregulation of LOX increases invasiveness. An additional siRNA against LOX was used to confirm the effect of LOX depletion on invasive capacity of HC11FoxF1 cells shown in Fig. 3b. A, densitometry of western blot analysis of supernatant with LOX antibody after transfection with LOX siRNA or mock-treatment. B, relative invasion capacity following LOX RNAi. (PDF 286 kb) Additional file 2: Table S1. Affymetrix microarray data of genes involved in EMT, regulated by NFI-C2 and FoxF1. (PDF 48 kb) Additional file 3: Figure S1. NFI-C2 and FoxF1 regulates expression of genes involved in EMT. Reverse transcription PCR analysis of Desmoglein 1β, Twist1, Zeb1, Snail1 and GAPDH mRNA levesl in parental, NFI-C2- or FoxF1-overexpressing HC11 cells. (PDF 475 kb) Additional file 4: Figure S2. TGF-β upregulates FoxF1 and LOX, and increase stress fiber formation. A, Real-time quantitative PCR analysis of FoxF1 (left panel) and LOX (right panel) mRNA levels in HC11 wild type cells after TGF-β treatment (5 ng/mL) for 48 h. B, photomicrographs and F-actin fluorescence photomicrographs of HC11 wild type cells untreated and after TGF-β treatment (5 ng/mL) for 48 h. Scale bar: 20 μm.

## Abbreviations

Dox: doxycycline
EMT: epithelial-mesenchymal transition
FAK: focal adhesion kinase
FoxF1: forkhead box F1
GFP: green fluorescence protein
IRES: internal ribosomal entry site
LOX: lysyl oxidase
NFI-C2: nuclear factor 1 C2
TGF-β: transforming growth factor beta
TR: tetracycline repressor

# Supplementary material for: Forkhead Box F1 promotes breast cancer cell migration by upregulating lysyl oxidase and suppressing Smad2/3 signaling
**Source:** BMC Cancer. 2016 Feb 23;16:142. doi: 10.1186/s12885-016-2196-2
**Supplement:** Additional file 2: Table S1. — Affymetrix microarray data of genes involved in EMT, regulated by NFI-C2 and FoxF1.

Supplementary Table 1. Affymetrix microarray data of genes involved in EMT, regulated by NFI-C2 and FoxF1.

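Of the EMT genes of Table S1, the epithelial ones were lower (apart from Cdh1 with cyclic loess normalization) and the mesenchymal ones higher in FoxF1 cells. NFI-C2 cells had lower expression of several mesenchymal genes. Zeb1, a repressor of E-cadherin, was higher by 4.15 with FoxF1 (standard error 0.074, adjusted p = 1.6e-08) and had -0.23 with NFI-C2 (adjusted p = 0.069). Cdh2, N-cadherin, was higher by 0.89 with FoxF1 (0.042, 1.7e-06) and lower with NFI-C2, at -1.49 (0.042, 1.3e-06). Dsg1b, a desmosomal cadherin of differentiated epidermis, was higher by 2.77 with NFI-C2 (0.27, 4.1e-04) and lower with FoxF1, at -1.05 (0.27, 0.018).

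The repressors of the epithelial state Twist2, Zeb2 and Twist1 rose with FoxF1, by 2.45, 1.94 and 1.50 (standard errors 0.069 to 0.085, adjusted p at most 4.9e-06). Snai1 fell with NFI-C2, at -1.60 (0.11, 6.9e-05), and had 0.33 with FoxF1 (0.11, 0.0476). With NFI-C2, Dsp had 0.86 (0.097, 7.8e-04), Dsc2 0.67 (0.027, 7.5e-06), Pkp1 0.48 (0.034, 8.2e-05) and Cdh1 0.14 (0.10, 0.44, and -0.061 with cyclic loess normalization). Every one of the 18 entries of Table S1, for 13 genes, met the 1.5-fold criterion in the stated direction. As a list chosen by the study on these arrays, with 8 genes that rose and 5 that fell with FoxF1 (the same adjusted over the list alone), it is not independent evidence. With NFI-C2, 5 rose and 4 fell (6 and 5 adjusted over the list alone). By camera, which tests for a shift in 1 direction, the adjusted p was 0.45 and 0.97. The list joins genes entered as lower with genes entered as higher, so that these p cannot show an absence of change. In both comparisons the median, mean and test differ in sign.

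Of 12 EMT transcription factors fixed as a wider list, 8 rose with FoxF1 and 2 fell (8 and 2 adjusted over the list alone), with an adjusted p of 0.0041 by camera and an adjusted p = 0.15 with an estimated correlation. Foxc1 was among those that fell (-0.81), and Snai2 rose by 0.35. With NFI-C2, 3 of them rose and 1 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.66, with signs that differ between median, mean and test), including Snai2 at 0.80 and Twist1 at 0.33. Of 16 mesenchymal and cytoskeletal markers, 11 rose with FoxF1 and 2 fell (11 and 2 adjusted over the list alone, camera adjusted p = 2.9e-04, and adjusted p = 0.027 with an estimated correlation). The adhesion molecule Ncam1 (3.82) and the calcium-binding protein S100a4 (3.35) rose. With NFI-C2, 6 of these markers fell and 1 rose (6 and 1 adjusted over the list alone, camera adjusted p = 0.0096, and adjusted p = 0.092 with an estimated correlation), with Tnc at -1.30. Of 15 fibroblast markers, 6 rose and 2 fell with FoxF1 (6 and 2 adjusted over the list alone, camera adjusted p = 0.12). The largest change was the fall of Postn (-5.55, but 0.14 with cyclic loess normalization), beside rises of the receptors Pdgfrb (3.69) and Pdgfra (1.28) and of Col3a1 (2.32, at the floor on 2 arrays). With NFI-C2, 2 fibroblast markers rose and 1 fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.62), among them Fbln1 (1.47) and Dcn (-1.01). The genes given without a p had an adjusted p of 0.032 or less. With cyclic loess normalization 10 of the 18 entries of Table S1 were met, and with a filter on the mean 8. Both depend on a mean that follows the FoxF1 difference (r = 0.805 across genes), and the filter removes 84.9% of the genes 1.5-fold or more lower with FoxF1, so that neither count is a test of Table S1.

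**Figure D4:**
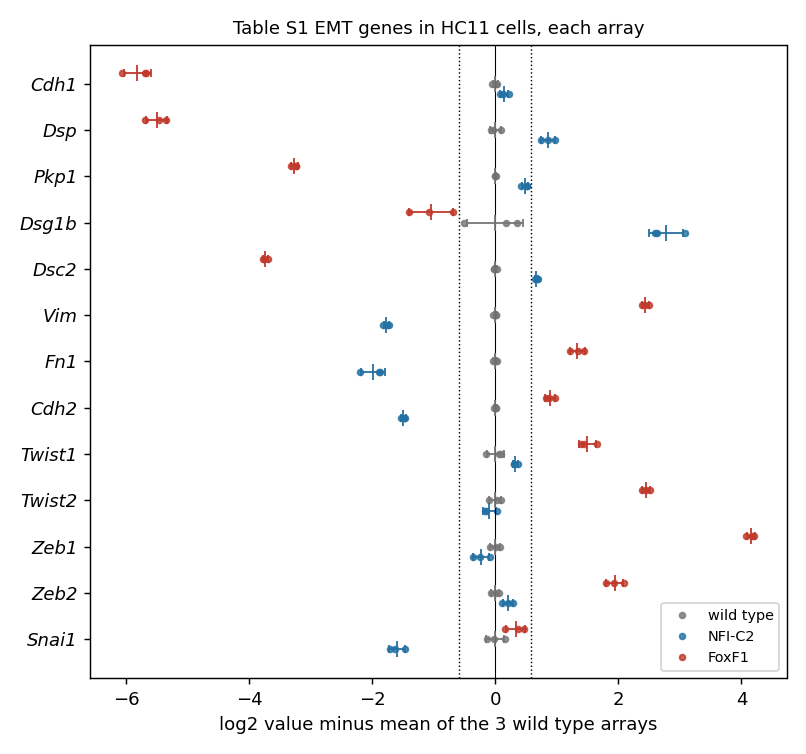
Log2 values of the 13 genes of Table S1 on each array, minus the mean of the 3 wild type arrays, with wild type in grey, NFI-C2 in blue and FoxF1 in red, and with bars for the mean and SD of 3 arrays and dotted lines at 1.5-fold. Zeb1 lies at 4.15 and Cdh1 at -5.82 with FoxF1. With cyclic loess normalization, which acts on the FoxF1 differences directly and cannot test them, Cdh1 lies above 0.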

Gene description	Gene symbol	NFI-C2	FoxF1
E-cadherin	CDH1		-
Desmoplakin	Dsp		-
Plakophilin 1	Pkp1		-
Desmoglein 1 β	Dsg1b	+	-
Desmocollin 2	Dsc2	+	-
Vimentin	Vim	-	+
Fibronectin	Fn1	-	+
N-cadherin	CDH2	-	+
Twist-related protein 1	Twist1		+
Twist-related protein 2	Twist2		+
Zink finger E-box-binding homeobox 1	Zeb1		+
Zink finger E-box-binding homeobox 2	Zeb2		+
Snail 1	Snail	-	

Affymetrix microarray was used to compare the transcriptome of HC11 wild type cells to that of cells overexpressing NFI-C2 or FoxF1. EMT marker genes regulated 1.5 fold up or down as a minimum are listed.

How the deposited data were processed for this re-analysis (not part of the article)

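Gene expression was measured in HC11 mouse mammary epithelial cells on 9 Affymetrix Mouse Gene ST arrays, 3 for cells described as overexpressing FoxF1, 3 for cells described as overexpressing NFI-C2 and 3 for control cells, called wild type in the labels and vector control in the methods. The methods describe the samples as pools of cells, and whether the pools were transfected separately is not stated. The 3 arrays of a group are taken as 3 separate preparations of RNA from that line. They are not taken to measure the variation between independently made lines. The authors hybridized and scanned the arrays at SCIBLU and processed them with RMA, whose version and settings the labels do not give. The deposited values are log2 expression per transcript cluster. Tested on the values, every one of the 28815 clusters has a median of 0 over the 9 arrays, so that the level of expression is no longer in them. In 8566 clusters 2 or more arrays share the lowest value within 1e-06, and in 2163 of these all 9 arrays do. Ties also occur away from the lowest value. For F2r and Ltbp1 the 3 wild type arrays are equal (SD 0) with 0 arrays at the floor. A shared lowest value is therefore called a floor without being shown to be a low signal. Ties of either kind lower the spread within a group, which enters the standard errors and p. On each array 22.8 to 26.8% of the clusters are at such a floor. The paper's text does not name the floor or the centring. The standard deviation over clusters was 0.528 to 0.539 on FoxF1 arrays, 0.211 to 0.243 on NFI-C2 arrays and 0.174 to 0.183 on wild type arrays. A second deposited table holds the same values to within 5.0e-08. Another table lists p-values of the authors' analysis of variance over the 3 groups, with Benjamini-Hochberg correction, for 9576 clusters. Recomputed from the log2 values these p-values differed by a relative 7.3e-06 at most, and 7698 of the 7702 tested genes in that table were called in at least 1 comparison here, out of 8985 genes so called.

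The platform annotation pairs 21780 clusters with 1 gene symbol and 1605 with several, and does not list 5430. Only clusters with exactly 1 symbol were used, and 693 of these lie on another chromosome than the RefSeq gene of that symbol. For the 998 genes with more than 1 cluster, the cluster with the most probes was taken. The design had named the cluster with the highest mean, which is not a level in centred values and was therefore run as an alternative. Of 19935 genes, 1438 with all 9 arrays at the floor, which cannot be tested, were left out, and the other 18497 were tested. Among these, 14273 never had arrays tied at the floor and 4224 had some. A change against a group at the floor is a minimum if the floor limits low signals. This applies to 34 genes called with FoxF1 and 14 called with NFI-C2. Tables were read with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9.

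All tests used limma 3.58.1 in R 4.3.3, with 3 group means in 1 fit, moderated variances without a trend (6 residual and 1.29 prior degrees of freedom), two-sided tests and Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. FoxF1 and NFI-C2 cells were each compared with wild type cells and with each other. The fold criterion of 1.5 was applied to differences of group means. FoxF1 and wild type arrays did not overlap for 8253 genes (44.6%), and NFI-C2 and wild type arrays for 5954 (32.2%), where chance gives 10%. Since both comparisons share the wild type arrays, counts of genes changed in both were set against 100 simulations of unchanged groups. On simulated data with 200 changed genes, at least 97% of changes of 0.6 on the log2 scale were called, and 4.8 to 9.2% of the calls were false. The number of arrays limits the precision.

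Named genes are those the paper names for these arrays and the genes of the proteins it studies in FoxF1 cells, the 10 largest rises and falls per comparison among called genes whose arrays do not overlap, up to 4 called members of each list by size of change, and the 10 oppositely regulated genes per direction with the largest smaller change. In naming the largest changes and the oppositely regulated genes, predicted and RIKEN symbols were passed over, as were genes whose cluster lies on another chromosome. The values of Table 1 and Table S1 genes were known in direction from the paper. Of the 35 lists, 3 are the study's (Table 1, its TGF-β genes, Table S1). The other 32 cover desmosomes, adherens and tight junctions, epithelial regulators, keratins, EMT transcription factors, mesenchymal markers, matrix, collagen crosslinking, integrins, focal adhesion, TGF-β components and targets, p38, p53, milk, luminal, basal, fibroblast, endothelial, immune, adipocyte, proliferation, interferon, hedgehog, EGF, proteases, cytokines, cholesterol, hypoxia, stress, FoxF and NFI, and reference genes. Of the listed genes, 44 had no cluster of 1 symbol. Lists were tested with camera, with a preset and with an estimated correlation.

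Alternatives were values of the second table, median centring, quantile and cyclic loess normalization, a filter on the mean (40th percentile), the mean of a gene's clusters, all clusters, a variance trend with robust moderation, array weights, only the 6 arrays compared, a test against 1.5-fold, a separate variance per gene and group, a 2-fold threshold, the replicate number as a block, and leaving out each array. The 5 alternatives added after seeing the data were the cluster with the highest mean, genes at the floor kept, only genes without arrays at the floor, centring on those genes, and leaving out genes whose cluster lies on another chromosome. A block for scan date was not run, since no date is given. RT-PCR, protein and human cell line measurements have no deposited values among these arrays and were left out. Some results are not reported here because the items they name are withheld.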

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

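All 3 tests of the pair of transcript clusters were chosen only after the values had been seen. This pair, 13 and 22 probes without a gene name of their own on the minus strand of chromosome 8 (NCBIM37), lies between Tubb3 and Def8, outside the genes that the paper discusses, and its signal in NFI-C2 cells was far above that in wild type cells. The cluster nearer Tubb3, from 125949778 to 125952544, was higher by 9.11 on the log2 scale and the cluster nearer Def8, from 125955801 to 125957414, by 8.07, on 3 of 3 NFI-C2 arrays each. FoxF1 replicate 1 also had a value of 3.62 in the cluster nearer Tubb3 and 1.35 in the other, while FoxF1 replicates 2 and 3 had -0.17 and 0.00 in the former. A rise of the whole stretch is argued against by the 8 named genes within 100 kb, whose median difference between NFI-C2 and wild type cells was -0.22. Transcripts of Kcnma1, the gene that the platform annotation pairs with one of the clusters, are argued against by the Kcnma1 cluster on chromosome 14, with a difference of 0.043. Sequence carried in with a construct or its selection may be the source and stays open: 2 FoxF1 arrays lay within the wild type range in the cluster nearer Def8 and none did in the cluster nearer Tubb3, where all 3 lay above it, and whether both lines carry the same vector is not stated. No biological explanation was tested.

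Loxl1, another lysyl oxidase, whose array values the paper does not discuss, was above wild type in FoxF1 cells by 3.81 on the log2 scale, on 3 of 3 arrays. With cyclic loess normalization the difference was 0.13, at an adjusted p of 0.092. Cyclic loess removes a trend on a mean that follows the FoxF1 difference itself (r = 0.805 across genes), so that it cannot test this rise.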

How the results depend on the processing

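The cluster of highest mean, genes at the floor kept, genes without a floor, centring on these and leaving out clusters on another chromosome were chosen after seeing the data. Over all alternatives, the counts and Lox results gave 813 values within 1.5 times or on the same side of the threshold, 79 that moved and 1 that no longer passed. List counts gave 3448 and 472, and values of named genes 8392 that kept direction and side, 423 that no longer passed, 17 that newly passed and 31 that turned. Median centring moved nothing, because values at 0 hold every array's median there, and says nothing on stability. Leaving out 1 array at a time turned no called gene and moved no count by over 1.5 times: genes called were 6554 to 7024 with FoxF1, 2986 to 3754 with NFI-C2 and 7213 to 7604 between them. It gave 2954 to 3014 and 921 to 987 genes of 1.5-fold or more, 259 to 297 opposite, 249 to 272 lower in both and 64 to 76 higher in both, 15 to 16 genes of Table 1 and all 18 entries of Table S1, Lox at 4.87 to 5.04 and -1.06 to -0.93, r from 0.060 to 0.087 and 23 to 26 lists. Whether the replicate numbers pair the arrays is not settled. After removal of group means, correlations ran from 5e-04 to 0.179 for same-numbered arrays and from -0.1925 to 0.101 for differently numbered ones. The limit set for pairing was 0.1, and the highest values, 0.163 and 0.179, were between arrays of replicate 1. With the number as a block, 7306, 3904 and 7844 genes were called, 6942 and 3522 of them the same as without it for FoxF1 and NFI-C2. With signal over background lost in the centring, genes near the floor cannot be told from absent ones. If the floor limits low signals, changes to or from it are minimums.

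Quantile normalization gave 2223 genes of 1.5-fold or more with NFI-C2 (1055 higher, 1168 lower, 2100 with an adjusted p under 0.05), 470 lower and 483 higher in both, and r = 0.380. It gives every array the same spread, while the standard deviation over clusters was 0.528 to 0.539 on FoxF1 arrays and 0.174 to 0.183 on wild type arrays. The differences are thereby rescaled, and these counts do not test the others. Cyclic loess, which removes trends of the difference against the mean, gave 4665 genes called with FoxF1 (2341 higher), 1229 of 1.5-fold or more (456 higher, 773 lower, 1223 with an adjusted p under 0.05), 160 lower with NFI-C2 and higher with FoxF1 (158 with adjusted p), Lox rank 6, 10 entries of Table S1 and r = 0.195. In centred values that mean follows the FoxF1 difference itself (r = 0.805 across genes, against -0.0519 for NFI-C2). With it the FoxF1 differences of these genes turned: Bbox1 0.14, Birc5 0.078, Car9 0.018, Cdh1 0.39, Cxcl5 0.16, Dsg2 0.027, Erbb2 0.20, Erbb3 0.011, Esrp1 0.41, Jup 0.078, Krt14 0.033, Krt5 0.33, Lama4 0.24, Lcn2 0.068, Mapk13 0.21, Nfia 0.0058, P4ha2 -0.11, Pdgfb 0.060, Postn 0.14, Spint2 0.14, Tk1 0.073, Vcl -0.10 and Wfdc18 0.057, as did the NFI-C2 differences of Cdh1, -0.061, and Loxl1, 0.12. The filter on the mean removes 84.9% of the genes 1.5-fold or more lower with FoxF1 and 8.30% of those higher, for the same reason. It gave 3850 called with FoxF1 (874 lower), 1871 with NFI-C2 (763 higher, 1108 lower) and 3960 between them (895 lower), 1446 (253 lower, 1443 with adjusted p) and 461 (207 higher, 254 lower, 457 with adjusted p) of 1.5-fold or more, 104 opposite (37 higher with NFI-C2 and lower with FoxF1, 37 with adjusted p), 162 lower and 19 higher in both, 8 entries of Table S1 and r = 0.186.

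A test against 1.5-fold, stricter by construction, gave 1923 with FoxF1 (733 higher, 1190 lower), 306 with NFI-C2 (132 higher, 174 lower), 2240 between them (984 higher, 1256 lower), and 21 and 48 opposite genes passing both. Lox with NFI-C2, -0.997, then missed the threshold. A separate variance per gene and group gave 4586 with FoxF1 (2264 higher, 2322 lower), 1138 with NFI-C2 (444 higher, 694 lower), 2825 higher with FoxF1 than with NFI-C2, 573 of 1.5-fold with adjusted p for NFI-C2, and 52 and 94 opposite genes; the cause was not tested. A threshold of 2-fold, also stricter, gave 1528 with FoxF1 (548 higher, 980 lower) and 311 with NFI-C2 (135 higher, 176 lower), all with an adjusted p under 0.05, 68 opposite (17 and 51, 17 and 51 with adjusted p), 103 lower and 15 higher in both, and 5 genes of Table 1. With an estimated correlation 12 of 23 camera calls held: with FoxF1 the desmosome, junction, epithelial regulator, keratin, mesenchymal, luminal, stress and both Table 1 lists, and with NFI-C2 the junction and both Table 1 lists. Differences that had missed the threshold turned for Loxl4 with FoxF1 (-0.060 for the mean of clusters, -0.18 for the cluster of highest mean), and with NFI-C2 for Bcar1 (-0.012 without NFI-C2 replicate 1 and -0.019 without wild type replicate 3, in a range of -0.019 to 0.082), Nfic (0.0084 without wild type replicate 1) and Smad2 (0.025 without wild type replicate 2, in a range of -0.076 to 0.025). Scan date as a block was not run.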

Differences from the paper's values

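The levels below compare RT-PCR in the paper with arrays, both relative to wild type cells. For Lox with FoxF1 the paper's level is about 68 in Fig. 1a, read by eye, with an error of about 26. The arrays gave 30.5, with an SD of 3.77 over replicates. None of the alternatives set before the data were examined comes within that error of the paper's level. They ran from 2.27 with cyclic loess to 32.9 without FoxF1 replicate 3. For Lox with NFI-C2 the paper's level is about 0.27 in Fig. 1a, read by eye, and the arrays gave 0.501. Quantile normalization, with 0.258, falls within the paper's value, and the other alternatives set before the data were examined do not. It rescales differences between arrays of unlike spread, so that 0.258 is no evidence for the paper's level. For Foxf1 with FoxF1 the paper's level is about 2.0 in Fig. 1a, read by eye, and the arrays gave 1.15. With cyclic loess, 2.88, the difference is within 1.5 times, but cyclic loess acts on the FoxF1 differences directly and cannot decide this. With the other alternatives set before the data were examined the difference is not within 1.5 times, except that the filter on the mean removes Foxf1 and gives no value. For Foxf1 with NFI-C2 the paper's level is about 0.1 in Fig. 1a, read by eye, and the arrays gave 0.423, with none of the alternatives set before the data were examined that keep the gene reaching it (0.203 with quantile normalization was the nearest). The direction is that of the paper in all 4, although Foxf1 was not called higher in FoxF1 cells by the main test.

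The paper lists all genes of Table 1 as lower with NFI-C2 by at least its fold criterion, and 16 of 17 met it here. Tgfb2 had a log2 difference of -0.54, a fold of 1.45, at an adjusted p of 0.0017. No setting that was run, whether set before or after the data were seen, gave 17. All 18 signed entries of Table S1 were met. Its entry for Dsp with NFI-C2 is blank, while Dsp had 0.86, a fold of 1.81, at an adjusted p of 7.8e-04.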

Other observations

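The tests of exchanged labels, of a construct without the probed part and of handling common to both lines were chosen only after the results were seen. Of 15 genes of the unfolded protein and amino acid stress responses, 14 rose with FoxF1 (15 adjusted over the list alone, camera adjusted p = 5.2e-08, and adjusted p = 0.027 with an estimated correlation; 7 with cyclic loess normalization). They include the transcription factor Ddit3 (1.79, standard error 0.15, adjusted p = 4.5e-05), the pseudokinase Trib3 (1.76, 0.10, 6.1e-06), Chac1, which degrades glutathione (1.67), Sesn2 (1.29) and Herpud1 (1.24). Of 16 cholesterol synthesis genes, 14 rose and 1 fell with FoxF1 (14 and 1 adjusted over the list alone, camera adjusted p = 6.5e-05, and adjusted p = 0.093 with an estimated correlation), with Insig1 (1.27), Cyp51 (0.97), Msmo1 (0.84) and Sqle (0.67) higher. With NFI-C2, 8 of them rose and none fell (10 adjusted over the list alone, camera adjusted p = 3.5e-06, and adjusted p = 0.092 with an estimated correlation), with Fdft1 at 0.51 and Cyp51 at 0.48. Of 16 hypoxia-induced genes, 13 rose and 2 fell with FoxF1 (13 and 2 adjusted over the list alone, camera adjusted p = 0.0026, and adjusted p = 0.34 with an estimated correlation), Pdk1 (1.16) and Ndrg1 (1.01) among those that rose. Car9, a marker of hypoxia, fell (-1.71). With cyclic loess, which acts on the FoxF1 differences directly and cannot test them, Car9 was at 0.018.

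Of 21 inflammatory cytokine genes, 11 fell and 2 rose with FoxF1 (11 and 2 adjusted over the list alone, camera adjusted p = 5.8e-04, and adjusted p = 0.15 with an estimated correlation). Those that fell include Il6, at the floor on 2 arrays (-3.10, 0.064, 2.8e-08), Il1rn (-3.08), Cxcl1 (-2.83) and Cxcl5 (-3.74). Cxcl5 was at 0.16 with cyclic loess, which cannot test the FoxF1 differences that it acts on. With NFI-C2, 9 fell and 3 rose (9 and 4 adjusted over the list alone, camera adjusted p = 0.038, and adjusted p = 0.49 with an estimated correlation), with Il6 at -2.56, Cxcl2 at -1.54, Il1rn at -1.38 and Ccl5 at -1.25. Of 21 interferon-stimulated genes, 9 fell and none rose with FoxF1 (10 lower adjusted over the list alone, camera adjusted p = 0.0018, and adjusted p = 0.063 with an estimated correlation). Among them were the RNA sensors Ddx58 (-2.02) and Ifih1 (-1.68), with Ifit1 (-1.54) and Oasl2 (-1.52). With NFI-C2, 5 fell, with Oasl2 at -1.01 and Ifit1 at -0.76 (5 adjusted over the list alone, camera adjusted p = 0.57). Of 14 luminal markers, 7 fell and 1 rose with FoxF1 (7 and 1 adjusted over the list alone, camera adjusted p = 0.0017, and adjusted p = 0.040 with an estimated correlation), with Kit at -5.26 and Krt18 at -4.38. Of 15 basal markers 4 rose and 6 fell (5 and 6 adjusted over the list alone, adjusted p = 0.42). Of 17 milk and lactogenic genes, 3 rose and 6 fell with FoxF1 (4 and 6 adjusted over the list alone, adjusted p = 0.27), and 1 rose and 5 fell with NFI-C2 (1 and 6, adjusted p = 0.066). With FoxF1 Ltf was at -4.92, Lcn2 at -5.68 (0.068 with cyclic loess), Xdh at 2.08 and Elf5 at -1.68, and with NFI-C2 Muc1 was at -0.90 and Elf5 at -0.84. The genes named without a p up to here had an adjusted p of 0.013 or less.

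Other lists did not pass camera in either line. In the following counts the numbers adjusted over the list alone stand after those over all genes. Proliferation genes, 29 measured, rose in 10 and fell in 8 cases with FoxF1 (12 and 10, adjusted p = 0.88) and in 2 and 10 with NFI-C2 (2 and 11, adjusted p = 0.065), with Ccne1 lower in both lines (-0.95 and -0.66). For 16 p53 target genes the counts were 8 and 6 with FoxF1 (8 and 6, adjusted p = 0.66) and 5 and 4 with NFI-C2 (7 and 4, adjusted p = 0.81), in cells that the paper describes as carrying mutant p53. For 21 p38 pathway genes they were 5 and 8 (6 and 9, adjusted p = 0.27) and 4 and 7 (4 and 8, adjusted p = 0.42), with the FoxF1 difference of Gadd45a at 3.42 and of Mapk13 at -3.56 (0.21 with cyclic loess). For 12 hedgehog genes they were 3 and 4 (3 and 4, adjusted p = 0.77) and 4 and 1 (4 and 1, adjusted p = 0.30), with the coreceptor Gas1 higher in both lines (0.88 and 1.43). For 11 EGF family genes they were 3 and 5 (3 and 5, adjusted p = 0.42) and 3 and 2 (3 and 3, adjusted p = 0.95), with Nrg1 at 2.57 with FoxF1. For 21 matrix proteases and inhibitors they were 10 and 5 (10 and 6, adjusted p = 0.27) and 4 and 7 (4 and 7, adjusted p = 0.56), with Mmp19 at 1.73 and the inhibitor Timp3 at -1.75 with FoxF1 and Adamts1 at -1.71 with NFI-C2.

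With NFI-C2 the stress genes had 2 higher and 4 lower (2 and 4 adjusted over the list alone, adjusted p = 1.0), hypoxia genes 2 and 4 (3 and 4, 0.92), collagens and matrix genes 6 and 8 (7 and 8, 0.88), integrins 6 and 2 (6 and 2, 0.12) and focal adhesion genes 1 and 5 (1 and 5, 0.13). Endothelial markers had 1 higher and 2 lower of 12 with FoxF1 (1 and 2 adjusted over the list alone, adjusted p = 0.51) and 1 and 1 with NFI-C2 (1 and 1, 0.84). Immune markers had 1 and 2 of 12 (0 and 1, 0.75) and 0 and 1 (0 and 0, 1.0). Adipocyte markers had 3 higher of 8 with FoxF1 (3 adjusted over the list alone, 0.23), Fabp4 at 2.44 among them, and none with NFI-C2 (0.61), where 1 had an unadjusted p under 0.05. Reference genes had 3 higher and 1 lower of 8 with FoxF1 (3 and 1, 0.33), by 0.13 for Actb, 0.17 for Sdha and 0.37 for Tbp, and 0 and 2 with NFI-C2 (1 and 2, 0.62). With FoxF1 the median, mean and test differ in sign for the immune, proliferation, hedgehog and EGF lists, and the endothelial list had a median of 0. With NFI-C2 they differ in sign for the collagen, p53, endothelial, immune, interferon, EGF, stress, and FoxF and NFI lists. For genes of proteins that the paper studied in FoxF1 cells, the transcript differences were -0.15 for Smad2 (adjusted p = 0.10), -0.31 for Smad3 (0.0091), 0.08 for Mapk14, which encodes p38α (0.0502), and 0.62 for Bcar1, which encodes p130Cas (8.9e-05).

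Neither Foxf1 nor Nfic was called higher in the line that is described as overexpressing it, apart from Foxf1 with cyclic loess or for its cluster of highest mean. Foxf1 had 0.20 with FoxF1 (0.14, 0.36, but 1.53 with cyclic loess and 0.289 for that cluster) and fell with NFI-C2, at -1.24 (8.2e-04), and Nfic had -0.04 with NFI-C2 (0.77), in a list of 6 FoxF and NFI genes with 1 higher and 3 lower with FoxF1 (1 and 3 adjusted over the list alone, 0.45) and 1 and 1 with NFI-C2 (2 and 1, 0.62). Exchanged labels of the FoxF1 and NFI-C2 arrays are argued against by Foxf1, which was higher in the former by 1.44. A construct without the part of the transcript that the probes read may account for the values and stays open: the largest difference of any Foxf1 cluster with FoxF1 was 0.289, and the part that the construct holds is not stated.

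By 1.5-fold or more, 262 genes were lower in both lines than in wild type cells (259 with an adjusted p under 0.05 in both), among them Ctsz, Rassf4, Krt7, Ltf, Krt18, Il17b and Igfbp5, and 71 were higher in both, among them P2ry10b, Ccdc80 and Mt2. Chance values of the shared wild type arrays are argued against by simulated unchanged groups, where the highest number lower in both was 3 (independent lists would share 47.2), and a single outlying wild type array by the lowest number on leaving out 1 of them, 249. Handling that both lines had and wild type cells had not could contribute and stays open, since 72.5% of these genes differ between the lines at an adjusted p under 0.05 and a cause acting on both to different degrees remains possible. A response common to FoxF1 and NFI-C2 was not tested.

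With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split was the 1 of 10 with the most genes called by limma in each comparison, 7215 with FoxF1, 3852 with NFI-C2 and 7770 between them, and the highest of the other splits had 0. At an unadjusted p under 0.05 the real splits had 8262, 5582 and 8595 genes and the highest of the others 475, 602 and 557.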
